# Early-Onset Molecular Derangements in the Olfactory Bulb of Tg2576 Mice: Novel Insights Into the Stress-Responsive Olfactory Kinase Dynamics in Alzheimer’s Disease

**DOI:** 10.3389/fnagi.2019.00141

**Published:** 2019-06-11

**Authors:** Mercedes Lachen-Montes, Andrea González-Morales, Maialen Palomino, Karina Ausin, Marta Gómez-Ochoa, María Victoria Zelaya, Isidro Ferrer, Alberto Pérez-Mediavilla, Joaquín Fernández-Irigoyen, Enrique Santamaría

**Keywords:** Alzheimer’s disease, olfactory bulb, network biology, proteomics, transcriptomics, Tg2576 mice

## Abstract

The olfactory bulb (OB) is the first processing station in the olfactory pathway. Despite smell impairment, which is considered an early event in Alzheimer’s disease (AD), little is known about the initial molecular disturbances that accompany the AD development at olfactory level. We have interrogated the time-dependent OB molecular landscape in Tg2576 AD mice prior to the appearance of neuropathological amyloid plaques (2-, and 6-month-old), using combinatorial omics analysis. The metabolic modulation induced by overproduction of human mutated amyloid precursor protein (APP) clearly differs between both time points. Besides the progressive perturbation of the APP interactome, functional network analysis unveiled an inverse regulation of downstream extracellular signal-regulated kinase (ERK1/2), and p38 mitogen-activated protein kinase (MAPK) routes in 2-month-old Tg2576 mice with respect to wild-type (WT) mice. In contrast, Akt and MAPK kinase 4 (SEK1)/ stress-activated protein kinase (SAPK) axis were parallel activated in the OB of 6-months-old-Tg2576 mice. Furthermore, a survival kinome profiling performed during the aging process (2-, 6-, and 18-month-old) revealed that olfactory APP overexpression leads to changes in the activation dynamics of protein kinase A (PKA), and SEK1/MKK4-SAPK/JNK between 6 and 18 months of age, when memory deficits appear and AD pathology is well established in transgenic mice. Interestingly, both olfactory pathways were differentially activated in a stage-dependent manner in human sporadic AD subjects with different neuropathological grading. Taken together, our data reflect the early impact of mutated APP on the OB molecular homeostasis, highlighting the progressive modulation of specific signaling pathways during the olfactory amyloidogenic pathology.

## Introduction

Together with typical symptoms, such as memory loss and behavioral disorders, Alzheimer’s disease (AD) patients present olfactory dysfunction in 90% of the cases (Attems et al., 2014; Daulatzai, 2015). However, the etiology of this smell impairment is complex and remains mostly unknown. Neuropathological studies support the hypothesis that hyperphosphorylated Tau and Aβ aggregation, present in the olfactory bulb (OB), are early and important events in the AD pathophysiology (Rey et al., 2018). It has been demonstrated that these protein deposits reflect the presence and severity of AD pathology in other brain structures (Attems et al., 2014).

Although no animal model recapitulates the entirety of human AD pathology (Sasaguri et al., 2017), some AD transgenic mouse models also present olfactory deficits. Tg2576 transgenic mice express an isoform of human amyloid precursor protein (APP) with double mutation K670N, M671L (hAPPSw; Hsiao et al., 1996). Production of Aβ40 and Aβ42 and plaques formation are observed in cortical and hippocampal areas of these mice at the age of 11–13 months (Puzzo et al., 2015). Previous reports have pointed out that the accumulation of Aβ peptide is related to age-related memory decline in these mice (Chen et al., 2000; Janus et al., 2000; Westerman et al., 2002), inducing synaptic deficits and mitochondrial imbalance (Reddy et al., 2004; Jacobsen et al., 2006). The presence of APP processing products has been characterized in the OB of 1-month-old Tg2576 mice (Lehman et al., 2003). This progressive Aβ deposition in specific olfactory structures is accompanied by behavioral deficits in odor habituation and discrimination, diminished rate of OB neurogenesis, and an altered volume of the OB granular cell layer in Tg2576 mice (Guérin et al., 2009; Young et al., 2009; Wesson et al., 2010, 2011).

Several studies using human AD brains and AD mouse models have demonstrated that the deposition of amyloid plaques is accompanied by an alteration in the OB’s molecular homeostasis (Zelaya et al., 2015; Lachén-Montes et al., 2016, 2017; Palomino-Alonso et al., 2017). However, it is still unclear how the progressive amyloidogenic pathology affects the OB functionality in the absence of plaques. In this study, we have used two high-throughput technological platforms, combining transcriptomic and proteomic approaches to ascertain the magnitude and chronology of the OB molecular remodeling in Tg2576 mice at two stages of AD: long before (2 months of age), and immediately before (6 months of age) the appearance of Aβ plaques, with respect to age-matched background strain wild-type (WT) mice. Our workflow has revealed stage-dependent molecular pathways and kinase activation dynamics that are disturbed during the initial phase of the amyloid pathology, providing basic information for understanding how olfactory molecular networks evolve as the AD pathology progresses at early stages.

## Materials and Methods

### Human Samples

According to the Spanish Law 14/2007 of Biomedical Research, informed written consent forms of Brain Bank of IDIBELL, and Neurological Tissue Bank of IDIBAPS-Hospital Clinic (Barcelona, Spain) was obtained for research purposes from relatives of patients included in this study. The study was conducted in accordance with the Declaration of Helsinki and all assessments, post-mortem evaluations, and procedures were previously approved by the Clinical Ethics Committee of Navarra Health Service. For the validation phase, 14 AD cases were distributed into different groups according to specific consensus diagnostic criteria (Braak et al., 2006; Alafuzoff et al., 2008): initial (Braak I–II), intermediate (Braak III–IV), and advanced AD stages (Braak V–VI; *n* = 4–5/group). Five cases from elderly subjects with no history or histological findings of any neurological disease were used as a control group. Eighty-five percentage of human brains considered in this study had a post-mortem interval (PMI) lower than 15 h (Table 1).

**Table 1:** General characteristics of the subjects included in this study.

Case	Sex	Age	PMI (hours)	Pathological diagnosis
**Controls**
BK-0300	F	75	20	ARP I-II
BK-1378	M	78	6	vascular encephalopathy
BK-1078	F	84	6	vascular encephalopathy, NFT I
BK-1195	F	82	8	acute ictus, cerebellar hematoma
BK-1563	M	79	15	acute ictus, AgD II
**initial AD**
A13/70	F	79	10	AD II/A
A14/29	F	78	3.5	AD II/A
A14/33	M	62	9.5	AD II/0
A14/52	M	70	3	AD II/0
**intermediate AD**
A12/42	F	82	17	AD IV/A
A12/47	M	81	5	AD III/A
A12/48	M	84	12	AD IV/A
A12/54	M	89	3	AD IV/A
A15/17	M	84	20	AD III/A
**Advanced AD**				
CS-1445	F	73	3.5	AD VI/C + moderate CAA
CS-0662	M	75	4	AD VI/C
CS-0535	F	81	4.5	AD VI/C
CS-0673	M	75	4.25	AD VI/C
CS-1232	M	84	5	AD VI C + CAA

*PMI, post-mortem interval; AD/ARP Alzheimer’s disease related pathology; NFT: neurofibrillary tangles I-VI according to Braak, amyloid plaques A–C according to CERAD; CAA: cerebral amyloid angiopathy; AgD: argyrophilic grain disease*.

### Materials

The following reagents and materials were used. Electrophoresis reagents were purchased from Bio-rad and Trypsin from Promega. Antibodies used during the study are summarized in Table 2.

**Table 2:** Antibody used in this study.

Antibodies	Product number	Distributor
anti-APP	2450	Cell signaling
anti-MEK1/2	9126
anti-phospho-MEK1/2 (S217/221)	9154
anti-ERK1/2	9102
anti-phospho-ERK1/2 (T202/y204)	4370
anti-Akt	4685
anti-phospho-Akt (S473)	4060
anti-p38 MAPK	9212
anti-phospho-p38 MAPK (T180/Y182)	9211
anti-phospho-ATF2 (T71)	5112
anti-SAPK/JNK	9252
anti-phospho-SAPK/JNK (T183/Y185)	9255
anti-SEK1	9152
anti-phospho-SEK1 (S257/T261)	9156
anti-PKA C-alpha	4782
anti-phospho-PKA C (T197)	5661
anti-PP5	2289
anti-PDK1	3062
anti-phospho-PDK1 (S241)	3061
anti-phospho-PKC pan (T514)	9379
anti-phospho-FAK (Y576/577)	3281
anti-Phb1	2426
and anti-Phb2	14085
Anti-PKC-pan	SAB4502356	Sigma Aldrich

### Animals

Transgenic mice (Tg2576) overexpressing hAPP, carrying the Swedish (K670N/M671L) familial AD mutation and under control of the prion promoter (Hsiao et al., 1996), were used. Mice were on an inbred C57BL/6/SJL genetic background. The animals were maintained in positive pressure-ventilated racks at 25 ± 1°C with a 12 h light/dark cycle, fed *ad libitum* with a standard rodent pellet diet (Global Diet 2014; Harlan Laboratories, Indianapolis, IN, USA) and had free access to filtered and UV-irradiated water. All animal care and experimental procedures were in accordance with European and Spanish regulations (86/609/CEE; RD1201/2005) and were approved by the Ethical Committee of the University of Navarra (no. 018/05). Twenty-four animals, divided into two sets, were used for proteomics and transcriptomics analysis (12 mice/approach), with at least three WT and three Tg2576 transgenic mice per stage (2- and 6-month-old). Additionally, 14- and 18-month-old animals were used for immunohistochemistry and cell survival routes signaling analysis. Table 3 summarizes the number and the purpose for each of the animals. The progressive development of AD signs in our colony has been previously described (Cuadrado-Tejedor and García-Osta, 2014). We have previously observed that behavior (Morris Water Maze test, MWM) is completely normal and amyloid levels are equal to wild type at 2 months of age. At 6 months of age, mice show impaired cognitive functions in the contextual fear conditioning test, coinciding with the increased cortical and hippocampal soluble β amyloid (Aβ) levels. At 12 months, the impairment in MWM is present in most of the mice, but few are normal and with less plaques (but they are present); and finally, in aged mice (17–18 months), the pathology is robust and 100% of mice shows plaques and MWM impairment.

**Table 3:** Number of animals used in each experimental approach.

Mice	Proteomics	Transcriptomics	Ab burden analysis	Signaling routes study
3 month-old wild type	3	3	3	3
3 month-old Tg2576	3	3	3	3
6 month-old wild type	3	3	3	3
6 month-old Tg2576	3	3	3	3
14 month-old wild type	–	–	3	–
14 month-old Tg2576	–	–	3	–
18 month-old wild type	–	–	–	3
18 month-old Tg2576	–	–	–	3

### Sample Preparation for Proteomic Analysis

Murine OB specimens were homogenized in lysis buffer containing 7 M urea, 2 M thiourea, 50 mM DTT. The homogenates were spinned down at 100,000 × g for 1 h at 15°C. Protein concentration was measured in the supernatants with the Bradford assay kit (Bio-Rad).

### Olfactory Bulb Proteomics

Sample preparation, Protein Digestion and Peptide iTRAQ Labeling were performed as previously described (Zelaya et al., 2015; Lachén-Montes et al., 2017). Briefly, each tryptic digest was labeled according to the manufacturer’s instructions with one isobaric amine-reactive tags as follows: set 1 (experiment with 2-months-old mice): Tag113, WT-1; Tag114, WT-2; Tag115, WT-3; Tag116, Tg2576–1; Tag117, Tg2576–2; Tag118, Tg2576–3, and Set 2 (experiment with 6-months-old mice): Tag113, WT-1; Tag114, WT-2; Tag115, WT-3; Tag116, Tg2576–1; Tag117, Tg2576–2; Tag118, Tg2576–3. After 2 h of incubation, the set of labeled samples were pooled and evaporated in a vacuum centrifuge. To increase the proteome coverage, the peptide pool was submitted to cation exchange chromatography using spin Columns (Pierce). Twelve fractions were collected (from 5 mM to 250 mM KCl), concentrated using C18 zip tip solid phase extraction (Millipore), evaporated under vacuum and reconstituted into 10 μl of 2% acetonitrile, 0.1% formic acid, 98% MilliQ-H20 prior to mass spectrometric analysis. Peptide mixtures were separated by reverse phase chromatography and analyzed by mass-spectrometry as previously described (Palomino-Alonso et al., 2017). The raw MS/MS spectra search were processed using the MaxQuant software (v.1.5.8.3; Tyanova et al., 2016a) and searched against the Uniprot proteome reference for Mus musculus (Proteome ID: UP000000589, May 2017). The parameters used were as follows: initial maximum precursor (25 ppm), fragment mass deviations (40 ppm); variable modification (methionine oxidation and N-terminal acetylation) and fixed modification (MMTS); enzyme (trypsin) with a maximum of one missed cleavages; minimum peptide length (seven amino acids); false discovery rate (FDR) for PSM and protein identification (1%). Frequently observed laboratory contaminants were removed. Protein identification was considered valid with at least one unique or “razor” peptide. The protein quantification was calculated using at least two razor + unique peptides, and statistical significance was calculated by a two-way Student *t*-test (*p* < 0.05). A 1.3-fold change cut-off was used. Proteins with iTRAQ ratios below the low range (0.77) were considered to be down-regulated, whereas those above the high range (1.3) were considered to be upregulated. The Perseus software (version 1.5.6.0; Tyanova et al., 2016b) was used for statistical analysis and data visualization. Search results files and MS raw data were deposited to the ProteomeXchange Consortium^1^ *via* the PRIDE partner repository (Vizcaíno et al., 2014) with the dataset identifiers PXD007813 (username: ; password: gMcgfWzD).

### Olfactory Bulb Transcriptomics

OB Transcriptomics-Maxwell^®^ 16 simplyRNA Kit (Promega) was used to extract the OB mRNAs from Tg2576 mice and WT littermates. The sense cDNA was fragmented and biotinylated using the Affymetrix Clarion S Pico assay (902932). Affymetrix mouse Clarion S chips were used according to the manufacturer protocols. Hybridization, washing, staining, scanning, and data analysis (Irizarry et al., 2003) were performed as previously described (Lachen-Montes et al., 2017). As in other transcriptomic studies performed in AD brains (Silva et al., 2012; Cuadrado-Tejedor et al., 2016), we worked with a *p*-value < 0.01 (without using any method for multiple testing correction). Microarray data files were submitted to the GEO (Gene Expression Omnibus) database and are available under accession number GSE106643.

### Bioinformatics

The identification of specifically dysregulated regulatory/metabolic networks in Tg2576, OBs was analyzed using QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA; QIAGEN Redwood City^2^). The software generates significance values (*p*-values) between each biological or molecular event and the imported molecules based on the Fisher’s exact test (*p* ≤ 0.05). The IPA comparison analysis considers the signaling pathway rank according to the calculated *p*-value and reports it hierarchically.

### Immunoblotting Analysis

Equal amounts of OB protein (5 μg) were resolved in 4%–15% TGX stain-Free gels (Bio-Rad). OB proteins derived from murine and human samples were electrophoretically transferred onto nitrocellulose membranes using a Trans-blot Turbo transfer system (up to 25V, 7 min; Bio-Rad). Equal loading of the gels was assessed by stain free digitalization and by Ponceau staining. Western-blotting was performed as previously described (Lachén-Montes et al., 2017). After densitometric analyses (Image Lab Software Version 5.2; Bio-Rad), optical density values were expressed as arbitrary units and normalized to total stain in each gel lane.

### Immunohistochemistry

Under xylazine/ketamine anesthesia, animals were perfused transcardially with saline for 3 min at a 11 ml/min flow, and 4% paraformaldehyde in phosphate buffered saline (PBS) for 2 min at a 9 ml/min flow. After perfusion, brains were removed, post-fixed in 4% paraformaldehyde for 1 h at room temperature and cryoprotected in 30% sucrose solution in PBS overnight at 4°C. Brains were sliced into 40-μm-thick coronal sections along the rostral axis with a freezing microtome (Leica, Germany) and collected in 0.125 M PBS containing 2% dimethylsulphoxide (Sigma), 20% glycerin (Panreac) and 0.05% sodium azide, and stored at −20°C until their subsequent analysis. Five free-floating tissue sections, comprising the OB of four animals per age group (2-, 6- and 14-month old), were processed for immunohistochemistry. The sections were washed (3 × 10 min) with a solution buffer containing PBS 0.125 M (pH 7.4), 0.5% Triton X-100 and 0.1% BSA. After washing, sections were treated with methanol and H_2_O_2_ to inhibit endogenous peroxidase activity and incubated in 70% formic acid for 5 min to expose the epitope. Subsequently, the sections were incubated overnight with a primary mouse antibody (6E10) raised against human Aβ (amino acids 1–16; BioLegend, San Diego, CA, USA) diluted 1:1,000 in PBS 0.125 M (pH 7.4), 0.5% Triton X-100, 0.1% BSA and 5% normal goat sera. After washing (3 × 5 min) in PBS, sections were incubated for 30 min with biotinylated goat anti-mouse secondary antibody (DakoCytomation, Glostrup, Denmark) diluted 1:500 in PBS. The sections were then processed using the avidin–biotin-peroxidase complex (Vectastain kit, Vector Laboratories, Burlingame, CA, USA) and reacted with 0.05% 3,3′-diaminobenzidine tetrahydrochloride (DAB) and 0.015% H_2_O_2_ in 50 mM Tris HCl, pH 7.2. After washing in deionized water, sections were mounted on gelatinized slides, counterstained with Thionine at 60°C (Panreac Quimica, Barcelona, Spain) and cover-slipped with DPX (VWR, Dublin, Ireland). With respect to human OB samples, formalin-fixed, paraffin-embedded tissue sections from OB (derived from controls and AD cases) were sectioned at 5 μm and counterstained with hemeatoxylin for immnuhistochemistry analysis with anti-SEK1 (ref. 9152; 1:50), anti-phospho-SEK1 (S257/T261; Ref. 9156; 1:250), anti-protein kinase A (PKA) C-alpha (ref. 4782; 1:50), anti-phospho-PKA C (T197; ref. 5661; 1:250). Visualization was performed by an automated slide immunostainer (Leica Bond Max) with BondPolymer Refine Detection (Leica Biosystems Newcastle Ltd., Newcastle upon Tyne, UK).

## Results

### APP Overproduction Induces Early, and Time-Dependent Molecular Derangements in the Olfactory Bulb of Tg2576 Mice

First, we analyzed the olfactory Aβ pathology in TG2576 mice. As shown in Figure 1, intraneuronal Aβ immunoreactivity was observed in 2-month-old transgenic mice, detecting Aβ deposition in the form of diffuse plaques and mature plaques at the age of 6 and 14 months, respectively (see Supplementary Figure S1 for more details). As the primary aim of our study was to analyze early-onset molecular derangements in the OB of Tg2576 mice, we deeply monitored OB molecular disturbances at two time-points (2 and 6 months), using high-throughput molecular technologies (Figure 2A). At both time-points, Tg2576 mice displayed abundant full-length human APP expression in the OB (Figure 2B). To examine the consequences of initial incremental accumulation of APP on OB molecular homeostasis, we applied proteomics and transcriptomics with the final goal to decipher novel information about the OB site-specific molecular signature at early AD stages in 2-month and 6-month-old Tg2576 mice. 

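OB mRNA was measured in 12 female mice, each on its own Affymetrix Mouse Clariom S array. The arrays form 4 groups of 3 mice, which are Tg2576 mice and WT littermates of 2 and 6 months of age. The younger mice are 2 months old in the paper's text and in the sample labels, and 3 months old in its Table 3. Values are log2 intensities that the authors normalized between arrays by RMA. Control probesets (6923) were left out, and 22206 gene probesets were tested. Of these, 19572 carry 1 gene symbol and 2634 carry none. The groups were compared with limma, with 1 fit to the 4 group means. A gene was called changed at an unadjusted p under 0.01 with a fold change above 1.3 or below 0.7. The p limit is the paper's, and the fold limits are those in the sheet names of its Supplementary Table S1. Without any true change, about 222 of the tested probesets would pass the p limit alone in each comparison. Gene lists were compared with all other genes by limma's camera, with a preset correlation of 0.01 between genes. Adjusted p-values of lists cover all lists of 1 comparison with at least 5 measured genes. The 34 lists were written before the array values were examined, but after the 2-month values of the paper's Supplementary Table S1 had been read. None of the list calls in Tg2576 against WT mice passed with a correlation estimated from the data. Labels number the arrays group by group, so array order and group cannot be separated. With 3 mice per group, the number of arrays limits the precision.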

To analyze the potential differences in olfactory molecular expression profiles, OB specimens for each experimental group (Tg2576 and WT mice) were subjected into chemical tags (iTRAQ) coupled to tandem mass spectrometry and into the RNA microarray platform. With respect to transcriptome-wide analysis, 187 protein-coding genes were differentially regulated in the OB of 2-month-old Tg2576 mice (46 down- and 141 up-regulated genes with respect to WT mice), whereas 287 differentially expressed genes were found in 6-month-old Tg2576 OBs (107 down- and 180 up-regulated genes with respect to WT mice; Figure 2B, and Supplementary Table S1). 

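At 2 months, 127 probesets were called in the OB of Tg2576 mice, 89 higher and 38 lower than in WT mice. At 6 months, 232 were called, 143 higher and 89 lower. Among called genes with a symbol whose groups did not overlap, the largest rises at 2 months were in osteomodulin (Omd, log2 fold change 1.11), osteoglycin (Ogn, 1.06), galectin-1 (Lgals1, 0.84) and annexin A2 (Anxa2, 0.68). Fos fell most (-0.88), followed by the predicted gene Gm6710 (-0.82) and the proteasome activator Psme4 (-0.76). In 12 fits without 1 array, the calls of Gm6710 ended in 8, of Ogn in 3, of Omd, Lgals1 and Anxa2 in 2 each and of Fos and Psme4 in 0. Of these 12 fits, here and below, 6 left out an array of the other age. Such a fit changes the error and not the fold change, so it is a weaker check of a call. With the leptomeningeal marker mean as a covariate all 7 missed the p limit, but Fos (-0.76), Gm6710 (-0.61) and Psme4 (-0.55) kept most of their fold, while Anxa2 (0.24), Lgals1 (0.15), Omd (0.32) and Ogn (-0.02) did not. Omd and Ogn are part of that covariate. At 2 months the covariate was higher in every Tg2576 mouse than in every WT mouse. It thus also widens the error of the genotype difference, and a lost call need not mean a smaller effect. Ogn was 0.65 and Anxa2 0.44 without WT 2 months replicate 1, and Lgals1 0.50 without Tg2576 2 months replicate 3. At 6 months, by the same rule, the matricellular gene Ccn3 rose most (1.16), followed by the sulfotransferase Ndst4 (1.05) and the kinase Cdk18 (0.95). The lowest values relative to WT mice at that age were in Sycp1 (-1.08), Pram1 (-1.07) and 5530401A14Rik (-0.97). The call of Ndst4 ended in 4 such fits and those of Pram1 and 5530401A14Rik in 3 each. All but that of Ccn3 ended both without WT 6 months replicates 2 and 3 and with hybridization controls as a covariate, fits chosen after the data were seen. Ndst4 (1.23 and 1.06) and Cdk18 (0.95 and 0.80) stayed about as large there, and Sycp1 (-0.74 and -0.56), Pram1 (-0.34 and -0.35) and 5530401A14Rik (-0.47 and -0.37) shrank. Of the genes called lower at 6 months, 66.3% lay in the dimmer part of the array, below the median probeset, against 15.8% of those lower at 2 months. Of the genes called higher, 59.4% lay there at 6 months and 39.3% at 2 months. An unadjusted p under 0.01 was reached by 271 probesets at 2 months and by 450 at 6 months. After Benjamini-Hochberg adjustment, limma called 0 genes at either age, with the lowest adjusted p at 0.762 at 2 months and 0.201 at 6 months. At an unadjusted p under 0.05 it called 1403 and 1911 probesets. The count at 2 months was 51 without WT 2 months replicate 1 and 588 without WT 2 months replicate 3. That at 6 months was 654 without WT 6 months replicate 1.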

In the proteomic phase, 1,605 and 1,752 proteins were quantified at 2 and 6 months, respectively. The expression levels of 31 proteins were found to be significantly different between 2-month-old WT and Tg2576 mice (12 down- and 19 up-regulated proteins with respect to WT mice), and 61 differentially expressed proteins were detected at 6 months of age (26 down- and 35 up-regulated proteins with respect to WT animals; Figures 2B,C, and Supplementary Table S2). To partially validate our quantitative LC-MS/MS approach, the increment in Serine/threonine-protein phosphatase 5 (PP5), a phosphatase that protects neurons against Aβ toxicity (Sanchez-Ortiz et al., 2009), was verified by Western-blotting in 6-month-old Tg2576 OB (Supplementary Figure S2A). Interestingly, the genes and proteins affected between both stages varied widely, with only one protein (APP) and nine genes common to the two time-points (Figure 2D). Of these nine genes, four were co-downregulated (FOS, ARC, NPAS4, RGSL1) and five were co-upregulated (STMN4, STMN2, F3, HIF3a, EMB).

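Fos, Arc and Npas4 are activity-dependent immediate early genes, and their mRNA was lower in Tg2576 mice at both ages. The mean Fos value at 2 months was 9.05 ± 0.06 (SD, n = 3) in Tg2576 mice and 9.94 ± 0.22 (SD, n = 3) in WT mice. This is a log2 fold change of -0.88 (standard error 0.19, limma adjusted p = 0.762), and at 6 months it was -0.61 (standard error 0.19, limma adjusted p = 0.475). Arc fell by 0.65 at 2 months and by 0.57 at 6 months on the log2 scale, and Npas4 by 0.75 and 0.74. Rgsl1, a gene of the RGS family, fell by 0.66 and 0.84. The neuronal microtubule regulator Stmn2 was higher by 0.38 at 2 months and 0.42 at 6 months. Tissue factor (F3) rose by 0.39 and 0.52, and the hypoxia-inducible factor Hif3a by 0.48 and 0.55. Stmn4 was higher by 0.37 at 2 months (standard error 0.10), which is under the fold limit, and passed it at 6 months with 0.39. Emb, which encodes embigin, had a log2 fold change of 0.52 at 2 months and missed the p limit there, so that it was called at 6 months only (0.59). Its value at 2 months was 0.23 without Tg2576 2 months replicate 3 and 0.07 with the leptomeningeal marker mean as a covariate. With 1 unnamed probeset, lower by 0.58 and 0.90, 8 probesets were called in the same direction at both ages and 0 in opposite directions. Independent sets of this size would share 0.725. Of 100 pairs of groupings of the mice within each age, the real pair among them, 10 gave 8 or more. Some calls depended on single arrays. At 6 months, that of Fos ended in 6 of 12 fits without 1 array and that of Emb in 10. Those of Fos and Arc at 2 months and of F3, Hif3a and Rgsl1 at 6 months ended in 0 of them. At the other age these ended in 2 for Arc, 4 for F3, 3 for Hif3a and 5 for Rgsl1, those of Npas4 in 4 at each age and that of Stmn2 at 2 months in 3. With the leptomeningeal marker mean as a covariate, Fos (-0.76), Arc (-0.54), Npas4 (-0.79) and Hif3a (0.54) at 2 months missed the p limit at folds about as large. F3 missed it at 0.22, down from 0.39, and the call of Stmn2 ended too. At 6 months, Fos (-0.55), Arc (-0.53) and Emb (0.41) missed it. Without WT 6 months replicates 2 and 3, which leaves 1 WT mouse of that age, the calls of F3 (0.40), Rgsl1 (-0.69), Hif3a (0.35), Emb (0.63), Npas4, Stmn2 and Stmn4 at 6 months ended. With hybridization controls as a covariate, those of F3 (0.43), Rgsl1 (-0.80), Fos (-0.50), Emb (0.50) and Npas4 ended. Both fits were chosen after the data were seen.

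**Figure D1:**
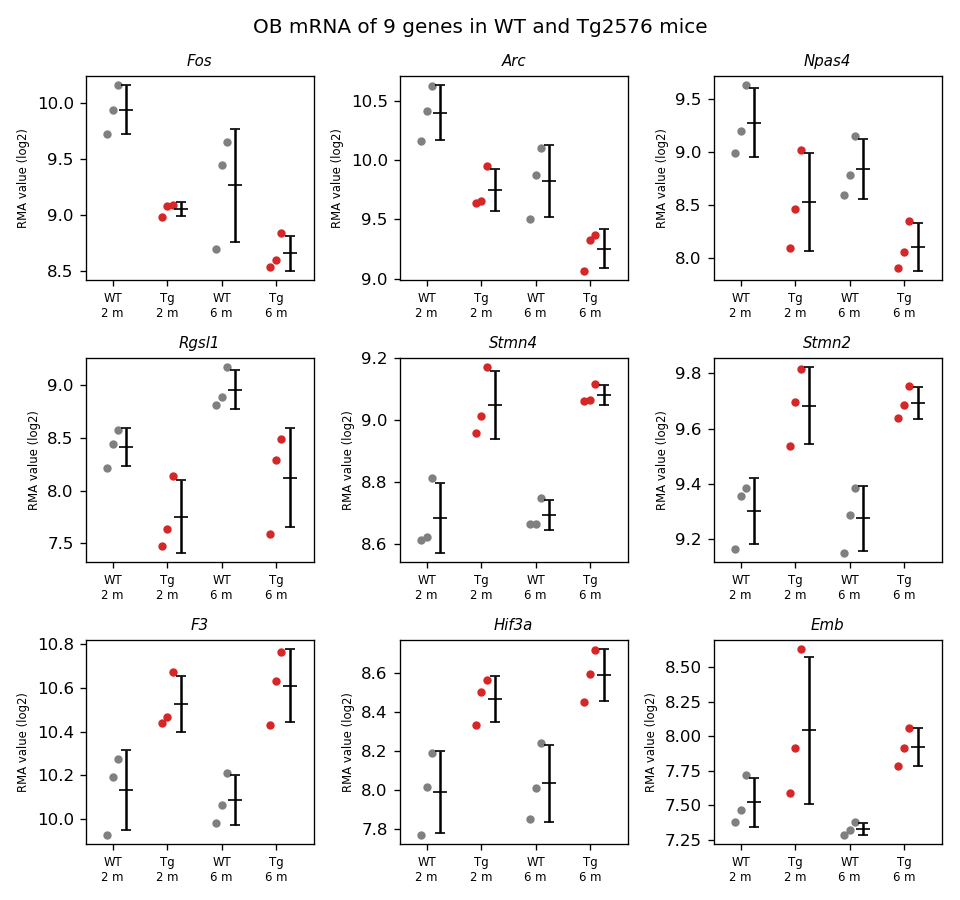
OB mRNA of the 9 genes, as log2 values normalized by RMA, in each of the 12 mice by genotype and age in months. Points are single mice and black marks show the mean and SD of 3 mice. Arc, Rgsl1, Stmn4, Stmn2, F3 and Hif3a do not overlap between the genotypes at either age, whereas Npas4 and Emb overlap at 2 months and Fos at 6 months.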

**Figure 1:**
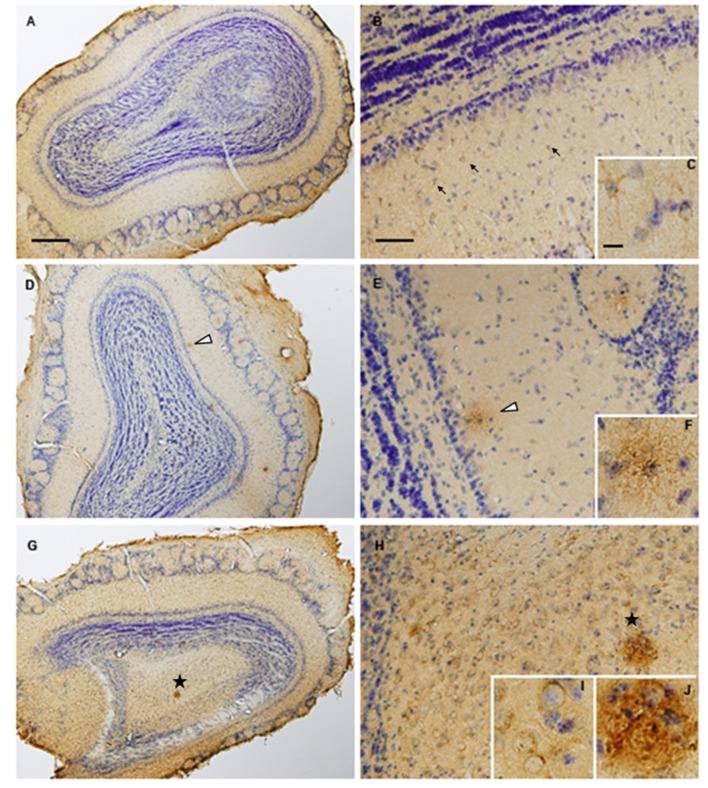
Olfactory β-Amyloid Aβpathology increases with the disease progression in TG2576 mice. Olfactory bulbs (OBs) were harvested from 2-**(A–C)**, 6-**(D–F)** and 14-**(G–J)** month-old Tg2576 mice. Intraneuronal Aβ immunoreactivity can be observed in 2-month-old mice (arrow heads; panel **B** and more detailed in panel **C**). OB samples from 6-month-old animals (panels **D–F**) shows moderate Aβ deposition in form of diffuse plaques (asterisk). By contrast, mature plaques (asterisk in panels **G**,**H** and insert **J**) and vascular Aβ (insert **I**) is evident in 14-month-old Tg2576. Scale bars (500 μm for panels **A,D,G**, 100 μm for panels **B,E,H**) or 10 μm **(C,F,I,J)**.

**Figure 2:**
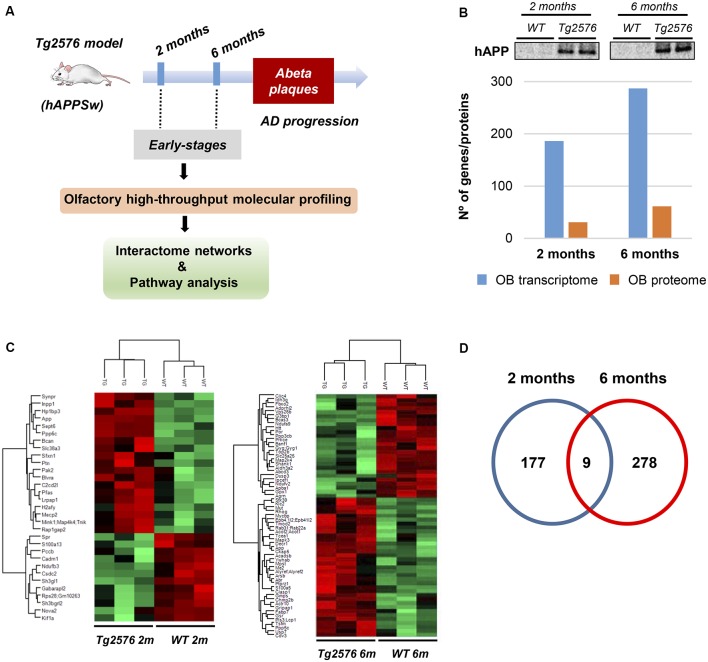
Dual-omic approach to characterize the OB molecular homeostasis between 2-month-old and 6-month-old Tg2576 mice. **(A)** An overview of the experimental workflow used in this study. **(B)** Differential molecular profiling detected by-omics in Tg2576 OBs (2 and 6 months of age). The OB protein expression levels of amyloid precursor protein (APP) at early Alzheimer’s disease (AD) stages in Tg2576 mice is shown. **(C)** Heat maps representing the degree of change for the differentially expressed proteins (Supplementary Table S2) between 2-and 6-month-old Tg2576 mice respect to wild-type (WT) littermates. Red and green, up- and down-regulated proteins, respectively. **(D)** Venn diagram for the differentially expressed genes detected in Tg2576 mice at both time points (Supplementary Table S1).

### Functional Modules Progressively Disrupted by Human Mutated APP in the Olfactory Bulb of Tg2576 Mice

To characterize in detail the proteogenomic modulation induced by the presence of human mutated APP at pre-plaque stages in the OB, differential proteomic and transcriptomic datasets were merged, and functionally analyzed across specific biological functions (see Supplementary Table S3). 

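At the mRNA level, immediate early genes stood out among the changes at 2 months. Of 19 immediate early genes, 8 were lower in Tg2576 mice, 0 were higher and 12 were lower when adjusted over the list alone, with 1 higher. They include Fosb (-0.74), Egr2 (-0.70), Egr1 (-0.68) and Nr4a3 (-0.64), and the call of Egr1 ended in 9 of 12 fits without 1 array. The list as a whole was lower, with a median log2 fold change of -0.50 (camera adjusted p = 6.54e-15, adjusted p = 0.23 with an estimated correlation). Of 26 synaptic and plasticity genes, the glutamate receptors Grm4 (-0.56) and Grm5 (-0.52) were lower, and 1 gene was lower when adjusted over the list alone. Their calls ended in 2 and 3 of those fits. That list had a median of -0.08 (camera adjusted p = 0.000571, adjusted p = 0.408 with an estimated correlation). Its call ended without Tg2576 2 months replicate 3 and with the leptomeningeal marker mean as a covariate. Among neuroglial genes, the astrocytic connexin Gjb6 was higher (0.38), and the oligodendrocyte genes Tmem88b (0.51) and Mobp (0.46) were higher, and these calls ended in 5, 4 and 4 of those fits. With the leptomeningeal covariate, these calls and those of Fosb, Egr2, Egr1, Grm4 and Grm5 ended as well. The astrocyte markers as a list did not pass, with a camera adjusted p of 0.17. Of 20 measured genes that the paper's Supplementary Table S3 assigns to cell death, 7 were higher and 8 were lower. Of 9 assigned to long-term potentiation, Igf2 was higher and Arc, Egr1 and Grm5 were lower. For growth of neurites, 3 of 11 genes were higher and 2 were lower. The study chose these members from mRNAs changed in the same mice and proteins changed in other mice, so such counts are not independent evidence. A member that was not called may be there for its protein. Adhesion of neuroglia and accumulation of vesicles held 3 genes each, and 0 were called, by limma.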

Functional bioinformatic analysis revealed that the accumulation of APP resulted in disturbances of statistically over-represented molecular processes directly relevant to adhesion (*p*-val: 0.0001), viability (*p*-val: 0.01), and interaction of neuroglia (*p*-val: 0.0001), quantity (*p*-val: 0.003), development (*p*-val: 0.04), and plasticity of synapse (*p*-val: 0.001), long-term potentiation (*p*-val: 0.006), growth of neurites (*p*-val: 0.03), and neuronal proliferation (*p*-val: 0.04) in 2-month-old Tg2576 mice (Figure 3). In 6-month-old Tg2576 mice, the olfactory amyloid pathology predominantly resulted in the significant alteration of microtubule dynamics (*p*-val: 0.0001), neuritogenesis (*p*-val: 0.0005), axonogenesis (*p*-val: 0.007), synaptic transmission (*p*-val: 0.01), transmembrane potential of mitochondria (*p*-val: 0.00001), metabolism of ROS (*p*-val: 0.02), and neurodegeneration of sensory neurons (*p*-val: 0.02) between others (Figure 3). However, functional commonalities focused on synthesis, and concentration of lipids/fatty acids, cell death, astrocytosis, and accumulation of vesicles were also detected in 2- and 6-month-old Tg2576 OBs (Figure 3, and Supplementary Table S3). 

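Microtubule and growth-cone genes were among those higher at 6 months. Of 33 tubulins and microtubule-associated proteins, Gap43 (0.47), Stmn2 and Stmn4 were higher and 0 were lower, and 3 were higher when adjusted over the list alone. The list had a median log2 fold change of 0.08 (camera adjusted p = 0.0332, adjusted p = 0.667 with an estimated correlation), and its call ended in 4 of 12 fits without 1 array. That call also ended with cyclic loess, with the leptomeningeal marker covariate and without WT 6 months replicates 2 and 3. The calls of Gap43, Stmn2 and Stmn4 ended without those 2 arrays too. At 2 months the same list had a median of 0.10, with Stmn2 called and 0 when adjusted over the list alone (camera adjusted p = 0.00248, adjusted p = 0.408 with an estimated correlation), and its call ended in 2 such fits. Immediate early genes were lower at 6 months too, with 3 called, 4 lower when adjusted over the list alone and a median of -0.35 (camera adjusted p = 1.46e-06, adjusted p = 0.52 with an estimated correlation). All 13 oligodendrocyte markers lay above 0 at 6 months, and Mbp (0.55) was the 1 called, also when adjusted over the list alone. Its call ended with hybridization controls as a covariate (0.39) and without WT 6 months replicates 2 and 3 (0.31), fits chosen after the data were seen. The median of these markers was 0.25 (camera adjusted p = 1.23e-05, adjusted p = 0.448 with an estimated correlation). In Supplementary Table S3, microtubule dynamics holds 27 measured genes, of which 11 were higher and 1 was lower. Neuritogenesis holds 24, with 10 higher and Fos lower, and axonogenesis holds 10, with Mbp, Gap43 and Csf1 higher and Fos lower. Of the 7 genes of synaptic transmission, Slc17a6 (0.49) and Nfkbia (0.54) were higher. The call of Slc17a6 ended in 6 of 12 fits without 1 array and that of Nfkbia in 2. Both calls also ended without WT 6 months replicates 2 and 3. With hybridization controls as a covariate, the calls of Slc17a6, Nfkbia and Gap43 ended. Nfkbia was also the 1 called gene among 5 for the transmembrane potential of mitochondria. The study selected the members from mRNAs changed in these mice and proteins changed in others, so they are no independent test.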

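Genes shared by both ages within these functions were few. For synthesis of lipid, Fos, Mapk10, Egr1 and Grm5 were lower among 7 genes at 2 months, and Fos alone was lower among 4 at 6 months. For concentration of lipid, the glutathione peroxidase Gpx1 was higher (0.47) and Fos was lower at 2 months, whereas Mbp was higher and Fos was lower at 6 months. For astrocytosis, Gjb6 was called at 2 months and Maob at 6 months. For cell death at 6 months, 6 of 24 measured genes were higher, among them Sgk1 (0.55) and Csf1, and 3 were lower, Ada, Fos and Npas4. The call of Gpx1 ended in 5 of 12 fits without 1 array. Membership was again set by the study, from mRNAs in the same animals and proteins in others.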

Considering that the discovery of unexpected connections between seemingly unrelated molecules and human mutated APP is a straightforward approach for the identification of novel AD causative targets involved in early olfactory neurodegeneration, we explored whether highly expressed APP isoform was potentially interconnected with differential molecular mediators identified in our proteogenomic approach. For that, functional interactomes were generated using IPA software. Interestingly, 35 differential functional interactors for APP were identified in the OB of Tg2576 mice at pre-plaque stages, suggesting the involvement in related biological functions (Figure 4). Specifically, at 2 months of age, olfactory APP is central to an interconnected molecular network composed of targets with specific subcellular distribution: (i) IGF2, OGN, TIMP3 at extracellular level; (ii) LRPAP1, NNAT, STMN2 in the plasma membrane; (iii) cytoplasmic GSTM3, MT-ND3, MAPK10, ACTG1, PRDX6, RNF24, NDUFA8, ARC, and S100B; and (iv) MECP2, FOSB, EGR1, FOS, EGR2 in the nucleus (Figure 4A). 

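Extracellular Igf2, Ogn and Timp3 were higher in Tg2576 mice at 2 months, while the nuclear Fos, Fosb, Egr1 and Egr2 were lower. Igf2 had a log2 fold change of 0.65 (standard error 0.14) and Timp3 one of 0.42 (standard error 0.11), both with a limma adjusted p of 0.762. Nnat (0.72) and Lrpap1 (0.17) did not pass. The paper reports Lrpap1 as a changed protein at this age (log2 fold change 0.64), measured in other mice. In the cytoplasm, the kinase Mapk10 fell by 0.55 and Rnf24 by 0.56 on the log2 scale. Ndufa8 (0.38) passed the p limit, but stayed under the fold limit. Gstm5, the mouse counterpart of GSTM3, had a log2 fold change of 0.37 and S100b one of 0.46, and both missed the p limit. ND3 (0.68) and Actg1 (0.53) were higher and Prdx6 (0.40) did not pass, and the call of Actg1 ended in 7 of 12 fits without 1 array. The probesets of ND3, Actg1 and Prdx6 carry no symbol and were identified through the paper's Supplementary Table S1. App itself was not called, with log2 values of 12.36 ± 0.02 (SD, n = 3) in Tg2576 mice and 12.34 ± 0.02 (SD, n = 3) in WT mice. The transgene is human APP and the array is a mouse array. Whether this probeset detects the human transcript was not tested, so the value does not bear on expression of the transgene. Of the 16 named genes with a symbol on the array, which leaves out ND3, Actg1 and Prdx6, 4 were higher and 7 were lower, against 8 and 7 when adjusted over the list alone. The study chose them as mRNAs changed in these mice or proteins changed in others, so neither count is independent evidence. With the mean of leptomeningeal markers as a covariate, every called gene named here missed the p limit. That mean was higher in every Tg2576 mouse than in every WT mouse at 2 months, which widens the error of each fold change. Fos (-0.76), Egr1 (-0.63), Fosb (-0.52), Actg1 (0.52), Mapk10 (-0.37) and Rnf24 (-0.35) kept most of their log2 fold change, Egr2 (-0.38), Igf2 (0.34), ND3 (0.33) and Timp3 (0.18) kept less, and Ogn changed sign, to -0.02. Ogn and Igf2 are part of that covariate.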

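At 6 months, most called genes of the APP network were higher in Tg2576 mice. The myelin gene Mbp had values of 10.44 ± 0.29 (SD, n = 3) in Tg2576 mice and 9.89 ± 0.21 (SD, n = 3) in WT mice. The growth factor Csf1 was higher by 0.43 (standard error 0.12, limma adjusted p = 0.428), and the receptor kinase Mertk by 0.38. The calcium-binding protein gene Pvalb was higher by 0.45 and Crym by 0.42. In 12 fits without 1 array, the call of Mertk ended in 5, those of Csf1 and Crym in 2 each and that of Pvalb in 1. Mertk was also lost with median centring and Crym with the 2-group fit and with array weights, at log2 fold changes of 0.38, 0.42 and 0.36. The calls of Mertk, Crym, Pvalb and Csf1 ended with hybridization controls as a covariate. Those of Mertk, Crym and Pvalb ended without WT 6 months replicates 2 and 3 as well. Both fits were chosen after the data were seen. Gng2 (0.35) and Abcd3 (-0.36) passed limma's p limit and not the fold limit. Apba1 (0.07), Gsr (0.10), Map2k4 (0.05), Fbxo2 (0.15) and Top2b (0.10) did not pass, and Gsr and Top2b changed sign without WT 6 months replicate 2. The paper reports changed proteins for all of these and for Abcd3, measured in other mice. Their protein log2 fold changes run from -1.65 (Apba1) to 0.40 (Gsr). Mapk3 and Klc2 were not matched to a probeset. With Fos and Arc lower, 7 of 16 genes on the array were higher and 2 were lower, or 8 and 3 when adjusted over the list alone. They were picked by the study as mRNAs changed in these samples or proteins changed in other mice, so this is not independent evidence. Their median log2 fold change was 0.25 (camera adjusted p = 0.000757, adjusted p = 0.359 with an estimated correlation), and the list call ended without WT 6 months replicates 2 and 3 (median 0.23), a fit chosen after the data were seen. App had a log2 fold change of 0.08 at this age (limma adjusted p = 0.841), on the same mouse probeset, which may not detect the human transgene.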

At 6 months of age, the olfactory APP interactome completely varied at extracellular (MBP, and CSF1), plasma membrane (GNG2, GAP43, STMN2, MERTK), cytoplasmic (APBA1, PVALB, MAPK3, GSR, CRYM, MAP2K4, ABCD3, KLC2, FBXO2, ARC), and nuclear (FOS, TOP2B) levels (Figure 4B).

**Figure 3:**
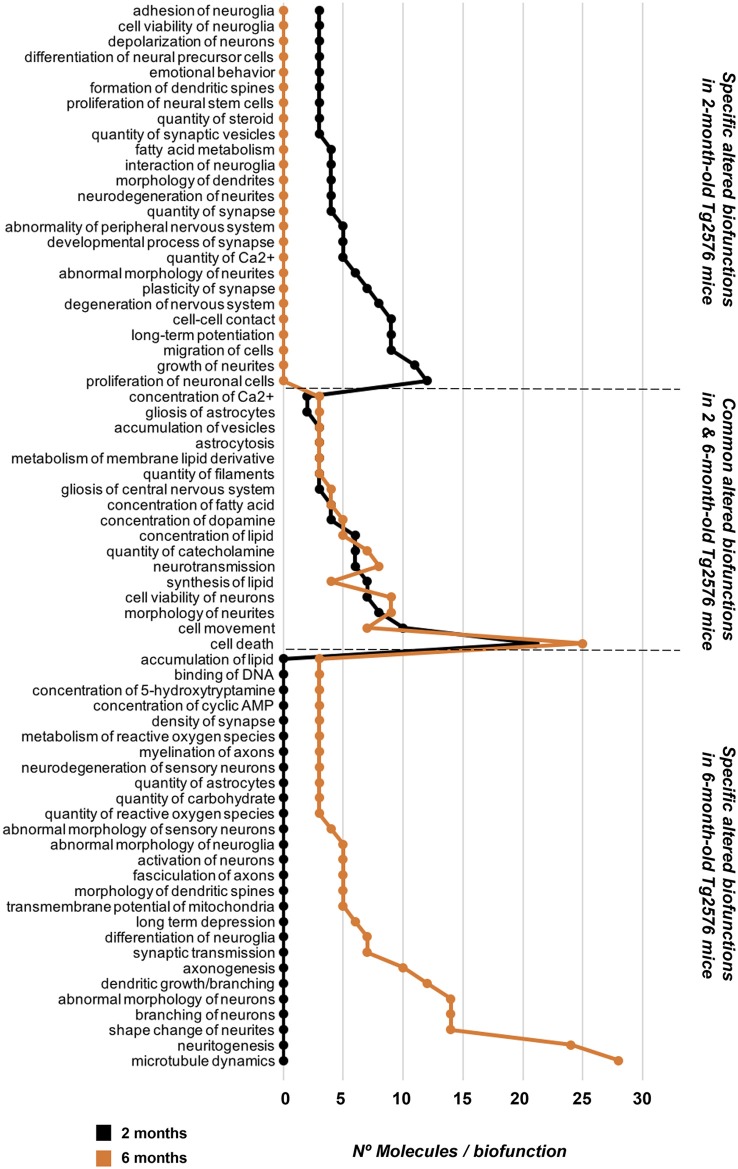
Profiling of molecular biofunctions potentially altered in the OB of Tg2576 mice. Functional analysis was performed with IPA software using exclusively the database information of experimental and predictive origin regarding central nervous system to be confident about the potential affected signaling pathways (see Supplementary Table S3 for details).

**Figure 4:**
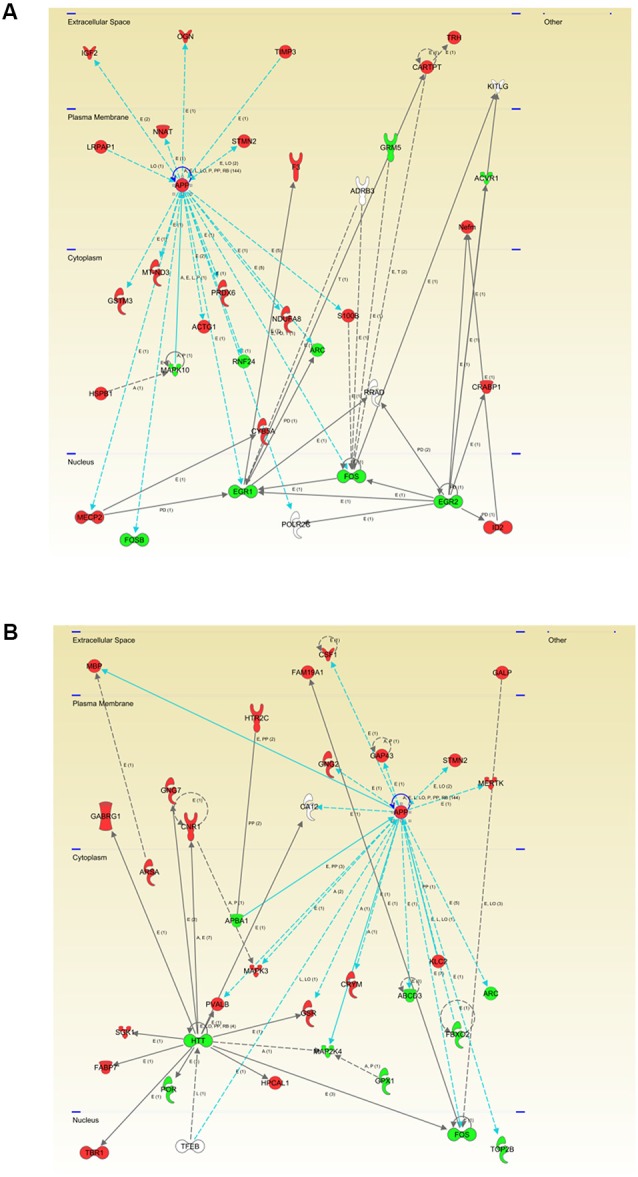
Modulation of the APP functional interactome in Tg2576 mice at the level of OB. Adaptation of APP functional network in Tg2576 OBs at 2 months of age **(A)** and 6 months of age **(B)**. Relationships between differential expressed genes/proteins and APP functional interactors are represented with blue lines. Continuous lines represent direct interactions, while discontinuous lines correspond to indirect functional interactions. Up-regulated molecules in red, and down-regulated molecules in green (See complete legend at: http://qiagen.force.com/KnowledgeBase/KnowledgeNavigatorPage#).

Additional integrative networks unveiled an early disruption of EIF2 signaling based on the up-regulation of a subset of ribosomal proteins (Figure 5A), suggesting that olfactory protein synthesis is compromised in 2-month-old Tg2576 mice. Furthermore, a dysregulation of specific subunits, corresponding to the mitochondrial complexes I and VI, was evidenced in the OB of 2-month-old Tg2576 mice, suggesting an olfactory mitochondrial impairment (Figure 5B). It is well-known that prohibitin complex (constituted by Phb1 and Phb2) is a mitochondrial inner membrane-bound chaperone that participates in the mitochondrial respiratory complex assembly, modulates mitochondrial dynamics, and exerts beneficial effects on neurons by reducing free radical production (Artal-Sanz and Tavernarakis, 2009; Zhou et al., 2012). 

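Most cytosolic ribosomal proteins had slightly higher mRNA in Tg2576 mice at 2 months, 55 of 60 measured genes. The median log2 fold change was 0.22 (camera adjusted p = 2.26e-16, adjusted p = 0.358 with an estimated correlation), and it was 0.13 without Tg2576 2 months replicate 3 and 0.14 without WT 2 months replicate 1. Rpl23 (0.49), Rpl9 (0.45), Rps29 (0.42) and Rpl6 (0.39) were called higher and 0 genes were lower. When adjusted over the list alone, 0 genes were higher or lower. The single calls were fragile, and those of Rpl23, Rpl9, Rps29 and Rpl6 ended in 10, 9, 6 and 4 of 12 fits without 1 array. Rpl6 had values of 12.01 ± 0.06 (SD, n = 3) in Tg2576 mice and 11.62 ± 0.21 (SD, n = 3) in WT mice. Among 33 translation initiation factors, Eif3f (0.47) and Eif3k (0.47) were higher, also when adjusted over the list alone, and 0 were lower. That list did not pass, with a median of 0.03 and a camera adjusted p of 0.126. At 6 months, the median of the ribosomal proteins was 0.07 (camera adjusted p = 0.0142, adjusted p = 0.775 with an estimated correlation). That call ended in 3 of 12 fits without 1 array, with a median of 0.04 without Tg2576 6 months replicate 3. The difference between the ages had a median of -0.13 (camera adjusted p = 0.00066, adjusted p = 0.954 with an estimated correlation). The ribosomal median at 2 months fell to 0.02 with the leptomeningeal marker mean as a covariate (camera adjusted p = 0.501).

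**Figure D2:**
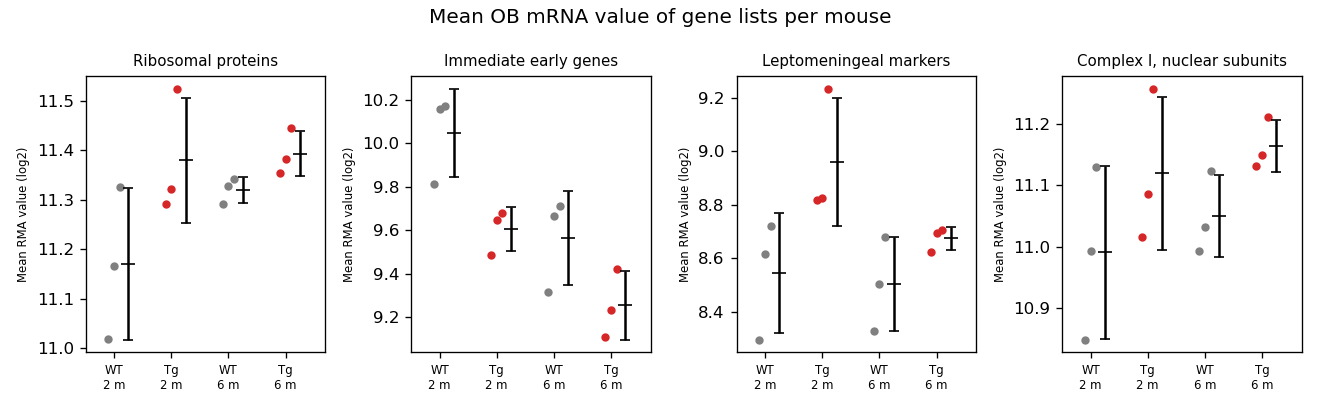
Mean log2 value, normalized by RMA, of 60 ribosomal proteins, 19 immediate early genes, 22 leptomeningeal markers and 35 nuclear complex I subunits in each of the 12 mice, by genotype and age in months. Points are single mice and black marks show the mean and SD of 3 mice. Tg2576 and WT mice overlap for the ribosomal proteins and complex I subunits at 2 months. At 6 months they overlap for the immediate early genes and the leptomeningeal markers.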

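Nuclear subunits of respiratory complexes I and IV tended to higher mRNA at 2 months. The 35 measured complex I subunits had a median log2 fold change of 0.13, with 29 above 0 (camera adjusted p = 6.04e-05, adjusted p = 0.493 with an estimated correlation). By limma, 0 of them were called and 0 when adjusted over the list alone. The 16 complex IV subunits had a median of 0.16, with 14 above 0 (camera adjusted p = 5.34e-05, adjusted p = 0.408 with an estimated correlation). Cox6a1 was called (0.44, standard error 0.14), 0 were lower, and 0 passed when adjusted over the list alone. Its call ended in 9 of 12 fits without 1 array. The complex IV median was 0.08 without Tg2576 2 months replicate 3 and 0.08 without WT 2 months replicate 1. The complex I call ended without Tg2576 2 months replicate 3 (median 0.05) and without WT 2 months replicate 1 (0.05). Both medians turned negative with the leptomeningeal marker mean as a covariate, to -0.01 for complex I and -0.02 for complex IV. Complex III (0.04, camera adjusted p = 0.88) and ATP synthase subunits (0.07, camera adjusted p = 0.06) did not pass. At 6 months, the complex I median was 0.11 (camera adjusted p = 0.000757, adjusted p = 0.74 with an estimated correlation). It was 0.05 and did not pass with the leptomeningeal covariate, with hybridization controls as a covariate (0.05) or without WT 6 months replicates 2 and 3 (0.05), the last 2 chosen after the data were seen. Complex IV then had a median of 0.10 (camera adjusted p = 0.0419, adjusted p = 0.775 with an estimated correlation), and this call ended in 5 of 12 fits without 1 array.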

Subsequent experiments were performed to monitor the expression of both Phb subunits in the OB from Tg2576 mice. As shown in Figure 5C, a significant drop in Phb1 levels was evidenced in 2-month-old Tg2576 OBs, increasing its levels at 6 months of age with respect to WT littermates. Interestingly, a similar trend was also observed for the Phb2 protein in Tg2576 mice (Figure 5D). OB Phb complex was also independently evaluated in WT and Tg2576 mice during aging. With respect to data obtained at 2 months of age, Phb1 and Phb2 protein levels are decreased at 6 and 18 months in WT animals, maintaining constant levels in Tg2576 mice during the aging process (Figures 5C,D). These data indicate that Phb complex is an early target of human mutated APP, suggesting that the stable maintenance of Phb levels may help to counteract the oxidative stress present in olfactory neurons during AD progression in Tg2576 mice.

**Figure 5:**
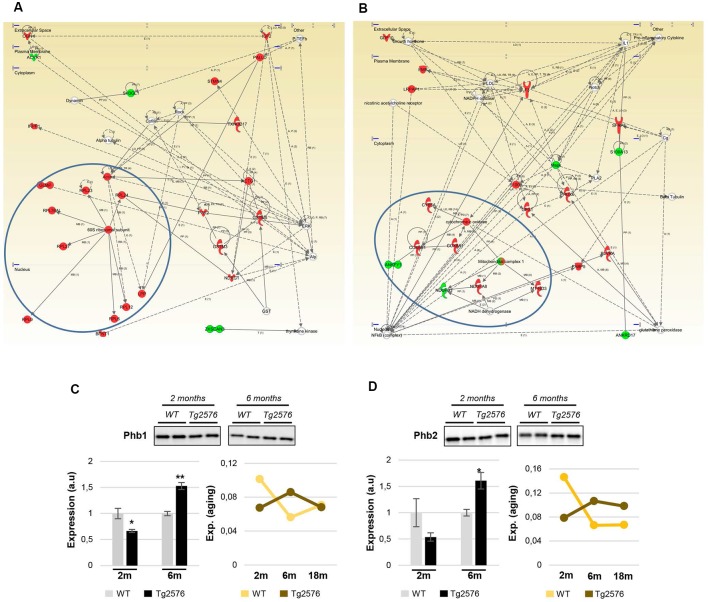
Protein synthesis, and mitochondrial homeostasis are early compromised in Tg2576 at olfactory level. **(A)** Molecular network representing the up-regulation of ribosomal proteins (blue circles) in the OB of 2-month-old Tg2576. **(B)** Molecular network highlighting the dysregulation of specific components of the mitochondrial respiratory chain (Complex I, and Complex VI subunits) in the OB of 2-month-old Tg2576. **(C)** Time-dependent disruption of the olfactory Phb1 in Tg2576 mice. Phb expression was monitored by Western-blotting. **(D)** Time-dependent disruption of the olfactory Phb2 in Tg2576 mice. Phb expression was monitored by Western-blotting. Equal loading of the gels was assessed by stain-free digitalization. Panels show histograms of band densities. Data are presented as mean ± standard error of the mean (SEM) from three independent OB samples per group (*P < 0.05 vs. control group; **P < 0.01 vs. control group). Right graphs represent the expression of both Phb subunits during the aging process in WT and Tg2576 mice (2-, 6-, and 18-month-old).

### Human Mutated APP Modifies the Olfactory Signaling Routes in a Stage-Dependent Manner

The molecular network analysis also pointed out functional links between APP and a cluster of survival kinases, such as ERK, p38 mitogen-activated protein kinase (MAPK), and Akt (Supplementary Figure S3). 

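Few survival kinases and substrates were called at the mRNA level. Of 22 measured genes, Mapk10 was lower at 2 months and 0 were higher, and 2 were lower when adjusted over the list alone. At 6 months limma called 0 of them, and 0 when adjusted over the list alone. The list had medians of -0.02 at 2 months and -0.01 at 6 months (camera adjusted p = 0.492 and 0.527). The p38 kinase gene Mapk14 had a log2 fold change of -0.14 at 2 months, and Akt1 one of 0.24, and neither passed. Phosphorylation is not measured by the arrays.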

Subsequent experiments were performed to analyze the activation state of MAPKs, Akt, and p38 MAPK at pre-plaque stages in the OB of Tg2576 mice. A downstream inactivation in the MAPK pathway at the level of ERK was specifically observed in 2-month-old Tg2576 mice (Figure 6B), being the activation state of upstream MEK unaffected (Figure 6A). Moreover, olfactory Akt was specifically activated in 6-month-old transgenic mice (Figure 6C). In addition, Western-blot analysis revealed an increase in the activation status of OB p38 MAPK in 2-month-old transgenic mice (Figure 6D). This early activation was accompanied by a paralleled increment in the phosphorylation status of ATF2 (Figure 6D), a well-known downstream substrate of p38 MAPK (Puig et al., 2004). To complement our signaling mapping, other stress-responsive kinases were checked. The signal transduction of the SEK1-stress-activated protein kinase (SAPK) axis was specifically activated in 6-month-old Tg2576 OBs (Figures 7A,B), while no appreciable changes were detected in the activation status of PKA (Figure 7C) and other survival kinases such as FAK, and PDK1/PKC axis with respect to WT animals (Supplementary Figure S2).

**Figure 6:**
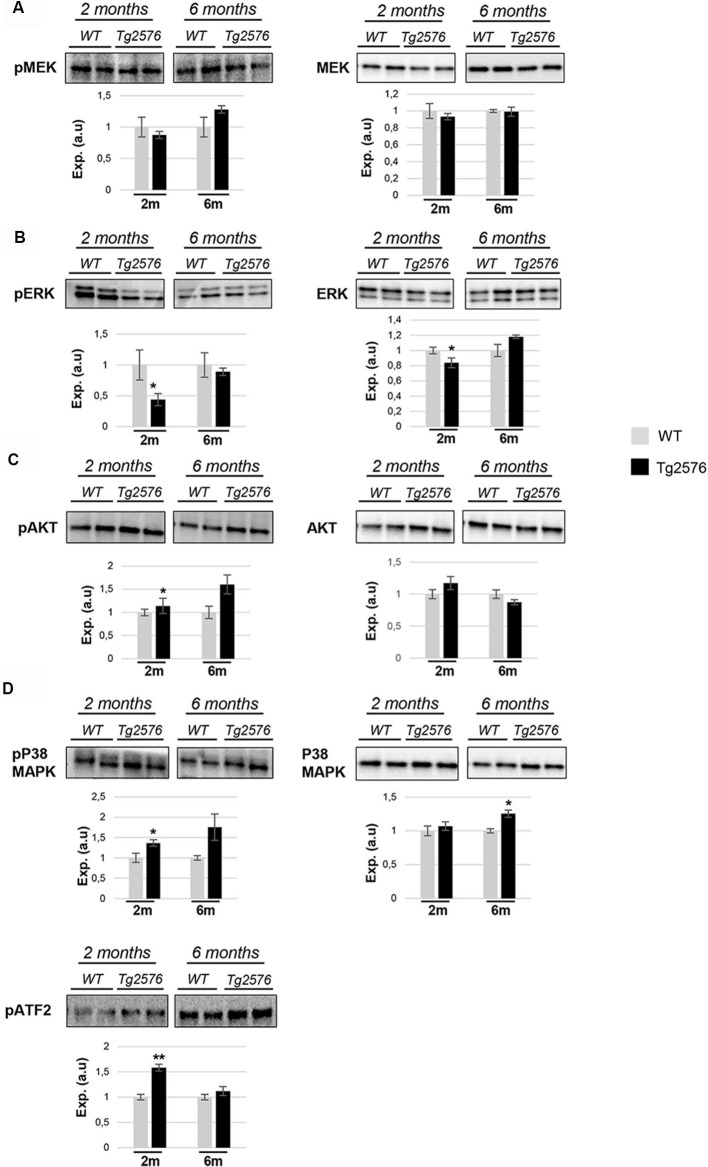
APP overproduction affects the activation state of olfactory ERK1/2, Akt, and p38 mitogen-activated protein kinase (MAPK) at early AD stages in Tg2576 mice. Levels and residue-specific phosphorylation of MEK1/2 **(A)**, ERK1/2 **(B)**, Akt **(C)**, and p38 MAPK-ATF2 axis **(D)**. Equal loading of the gels was assessed by stain-free digitalization. Panels show histograms of band densities. Data are presented as mean ± SEM from three independent OB samples per group. *P < 0.05 vs. control group; **P < 0.01 vs. control group.

**Figure 7:**
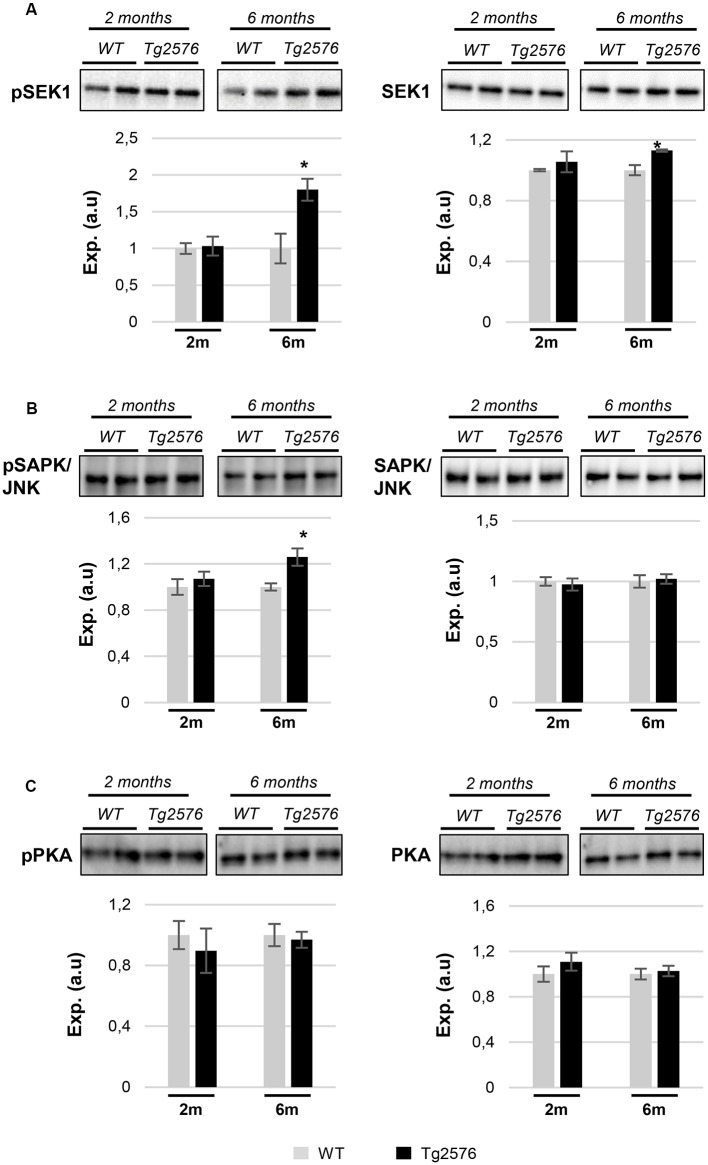
APP overproduction specifically modulates the activation of the SEK1/MKK4-stress-activated protein kinase (SAPK)/JNK axis in 6-month-old Tg2576 mice. Time-dependent expression of total and phosphorylated levels of SEK1 **(A)**, SAPK/JNK **(B)**, and protein kinase A (PKA; **C**). Equal loading of the gels was assessed by stain-free digitalization. Panels show histograms of band densities. Data are presented as mean ± SEM from three independent OB samples per group. *P < 0.05 vs. control group.

To deepen our understanding of the APP-dependent regulatory effects on kinase dynamics during the aging process in the OB of Tg2576 mice, steady-state levels and phosphorylated isoforms were independently evaluated in WT and Tg2576 mice during aging. For that, protein profiles were quantified in a time-dependent manner at 2-, 6-, and 18-months old (Figure 8). With respect to data obtained at 2 months of age, the activation of downstream ERK, and PDK1/PKC axis were constant in Tg2576 OBs, whereas a drop in the activation status of OB p38 MAPK was observed in 18-month-old Tg2576 mice when AD pathology is well established. No changes were observed in the activation state of olfactory SEK1 during the aging process in Tg2576 mice, in contrast with the inactivation observed in 6-, and 18-month-old WT animals (Figure 8). Conversely, a progressive inactivation was detected in its kinase downstream cascade as evidenced by SAPK dephosphorylation in Tg2576 mice (6-, and 18-month old). In addition, a significant variation was also observed in OB PKA levels in 6-month-old Tg2576.

**Figure 8:**
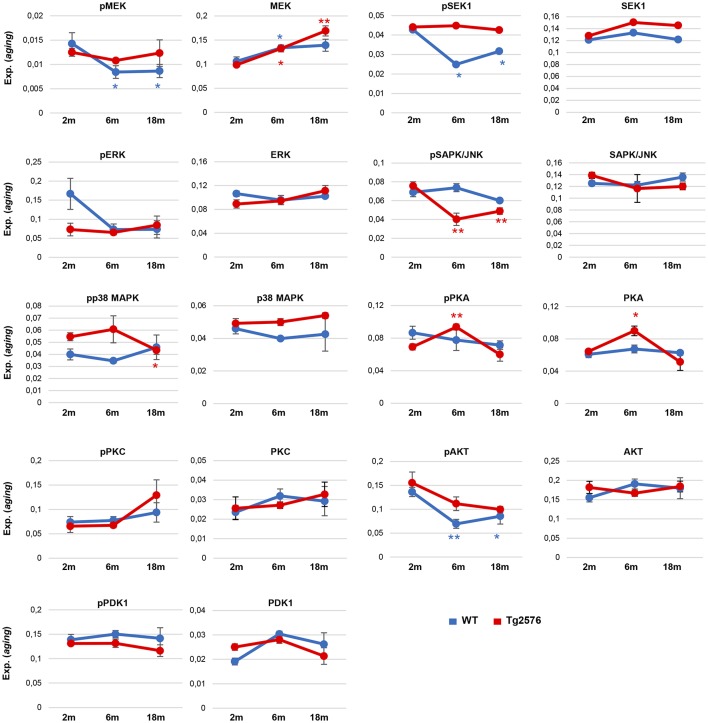
Monitorization of survival kinases during the aging process in WT and Tg2576 OBs. Western-blotting were performed for the kinase panel (total and phosphorylated levels) in the OB from WT and Tg2576 mice of 2, 6, and 18 months of age. Quantitation data were referred to the observed levels in 2-month-old mice for each condition. *P < 0.05 vs. 2-month-old mice; **P < 0.01 vs. 2-month-old mice.

### Olfactory SEK1/MKK4 and PKA Signaling Are De-regulated Across Human AD Grading

Much effort has been spent on studying the role of Aβ in sporadic Alzheimer’s disease (sAD) pathogenesis but the available information is insufficient to fully understand the disease progression at the level of olfactory signaling (Lachén-Montes et al., 2017). To investigate whether SEK1 and PKA signaling pathways perturbed in the OB of Tg2576 mice were also associated with human sAD, the activation state of the corresponding survival pathways was measured by Western blotting in OBs from sAD subjects with different neuropathological grading (Table 1). First, we performed immunohistochemical analysis to localize SEK1 and PKA in human OB. As shown in Supplementary Figures S4A,B, positive staining for the activated form of SEK1 was observed in the OB astrocytes and neurons. However, a specific mild staining for non-phosphorylated SEK1 was observed in neurons (Supplementary Figures S4C,D). With respect to an activated form of PKA, a diffuse staining of neuropil and all OB cellular components was observed (Supplementary Figures S4E,F), even in glial cells from granular layer (Supplementary Figure S4F), while a mild staining in neuropil was observed for the non-phosphorylated PKA (Supplementary Figures S4G,H). As shown in Figure 9, the activation of SEK1 was specifically increased in advanced AD stages (Braak V–VI; Figure 9A). However, PKA activity was significantly increased in the initial (Braak I–II) AD stage, with respect to subjects with normal neuropathological examination (Figure 9B). In intermediate AD stage (Braak III–IV), a significant increment was also observed in total and activated PKA levels (Figure 9B).

**Figure 9:**
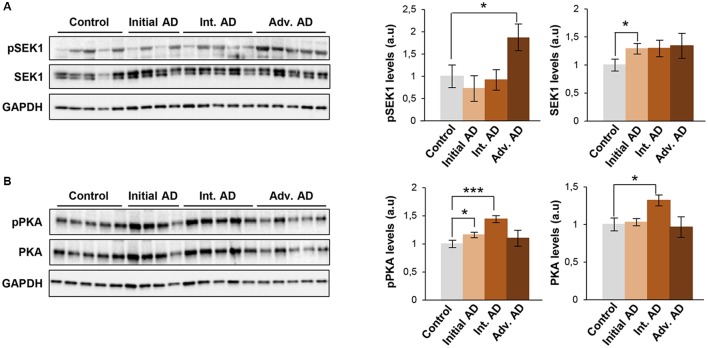
Olfactory SEK1/MKK4 and PKA are differentially activated across Braak stages in human AD. Levels and residue-specific phosphorylation of SEK1/MKK4 **(A)**, and PKA **(B)** in the OB across AD phenotypes. Equal loading of the gels was assessed by Ponceau staining and hybridization with a GAPDH specific antibody. Right panels show histograms of band densities. Data are presented as mean ± SEM from five independent OB samples per group. *P < 0.05 vs. control group; ***P < 0.001 vs. control group. Representative Western blot gels are shown.

## Discussion

We consider that a better understanding of the molecular events affected by the progressive accumulation of amyloid pathology might offer new olfactory targets for earlier diagnosis and therapeutic intervention. In particular, we report that: (i) multiple OB proteotranscriptomic variations appear at pre-plaque stages in Tg2576 mice; (ii) the functional interactome of the hAPPSw isoform at olfactory level is progressively modulated in these mice; (iii) the mitochondrial PHB complex was compromised at early stages in Tg2576 OBs; (iv) specific olfactory signaling routes (Akt, p38 MAPK, SEK1, and SAPK) were modulated in a time-dependent manner respect to WT animals; (v) APP overproduction induced specific regulatory effects on kinase dynamics (SEK1/SAPK, PKA) during the aging process in Tg2576 mice; and (vi) the SEK1 and PKA pathways were differentially activated during human AD grading at the level of the OB. All these findings at the very early pre-plaque stage provided mechanistic clues on the olfactory mechanisms involved in the progression of cognitive deficits previously reported in these mice (Cuadrado-Tejedor and García-Osta, 2014).

To systematically assess the global effect of olfactory APP production on gene expression at the transcript and protein level, we used a combinatorial omics analysis. 

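Across the 22206 gene probesets, log2 fold changes at 2 and at 6 months were weakly related. Pearson's r across genes was 0.0995 and Spearman's rho 0.0892. Genes are not independent replicates, so the mice were regrouped within each age. Of 100 pairs of groupings, the real pair among them, 40 gave a correlation as large in size (permutation p = 0.4). With the leptomeningeal marker mean as a covariate, r was 0.305 (permutation p = 0.04, highest other 0.407). Of the 119 probesets called at 2 months only, 88 had the same sign at 6 months, and 135 of the 224 called at 6 months only had it at 2 months. The difference between the ages reached an unadjusted p under 0.01 for 10 and 42 of these. Over all probesets it did so for 173, against about 222 under chance, and limma called 0 after Benjamini-Hochberg adjustment, with 1268 at an unadjusted p under 0.05. Hpcal1, a neuronal calcium sensor, had the lowest p among the named genes, for a difference of 0.94 (limma adjusted p = 0.842). From the small overlap between the ages, the paper proposes that distinct processes act in the OB as the pathology begins.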

The minimal overlap observed in transcriptome and proteome remodelings between 2-, and 6-month-old Tg2576 mice support the hypothesis that distinctive pathophysiological processes are involved in the OB during the initial progression of AD-like amyloid pathology. For example, functional clustering suggested that changes in the growth of neurites (in 2-month-old transgenic mice), and microtubule dynamics in the OB (in 6-month-old Tg2576 mice) occur in the absence of neuropathological amyloid plaques, supporting the notion that cytoskeletal remodeling is an early AD pathological hallmark (Do Carmo et al., 2018). Despite the experimental and technical noise in both mRNA and protein measurements, which may contribute to an underestimation of true correlations, RNA-protein correlation was missing in our study. 

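Changes in protein and in mRNA were compared for the differential proteins of Supplementary Table S2. The copy used here holds 30 proteins at 2 months and 60 at 6 months, of which 27 and 55 were matched to a probeset. At 2 months, Pearson's r across genes was -0.347 (permutation p = 0.0748) and Spearman's rho -0.256 (permutation p = 0.198). At 6 months r was 0.280 (permutation p = 0.0397, adjusted p = 0.0748 over both ages) and rho 0.191 (permutation p = 0.163). Genes are not independent replicates. The direction was the same for 12 of 27 and 30 of 55 genes. By limma, 0 of these mRNAs were called at either age. Without WT 6 months replicate 3, r at 6 months was 0.141.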

Buffering of mRNA variation against protein levels can occur at multiple levels, including intra- and inter-individual genomic variation (Battle et al., 2015; Liu et al., 2016). The discrepancy we observed may be due to: (i) the use of different set of animals for each technological platform; (ii) the spatial and temporal delayed synthesis between mRNA and protein (Liu et al., 2016); (iii) post-transcriptional events; and (iv) the different hydrophobicity and solubility of specific proteome subsets (e.g., olfactory receptors), which hampers their characterization and quantitation by mass-spectrometry.

Prohibitin deficiencies have been previously associated with neurodegenerative phenotypes (Merkwirth et al., 2012; Dutta et al., 2018). During aging, our data indicated that Phb levels are stable while mutated APP is overproduced, probably to counteract the disease-aggravating oxidative stress during AD progression in Tg2576 mice. Generally, repression/induction of Phb1 is paralleled by a concomitant decrease/increase of its assembly partner Phb2 (Sánchez-Quiles et al., 2010; Merkwirth et al., 2012). Accordingly, OB Phb subunits are functionally interdependent in Tg2576 mice. In contrast, Phb subunits are not interdependent in the OB during AD neurodegeneration in humans (Lachén-Montes et al., 2017), indicating that the tangled regulatory mechanisms that govern the mitochondrial homeostasis in olfactory cells significantly differ between transgenic mice and sporadic human AD. Aberrant regulation of a subset of kinases may represent the triggering events leading to the spread of a perturbed signaling in AD (Perluigi et al., 2016). p38 MAPK is a multifunctional kinase that is activated by Aβ in cultured neurons (Criscuolo et al., 2015), phosphorylates Tau protein (Li et al., 2003; Ferrer et al., 2005), and mediates the Aβ-induced inflammatory activation (Bachstetter et al., 2011). Different alterations of p38 MAPK pathway have been observed in the OB, hippocampus, and cortical areas at early stages in human AD (Hensley et al., 1999; Sun et al., 2003; Munoz and Ammit, 2010; Criscuolo et al., 2015). In Tg2576 mice, we observed an early activation of p38 MAPK (validated by paralleled increase in ATF2 phosphorylation levels), suggesting detrimental effects, such as neuroinflammation and excitotoxicity at the level of the OB (Yi et al., 2018). Although Akt has been recently proposed as a therapeutic target for AD-associated memory impairments (Griffin et al., 2005), different results have been obtained about the Akt activation across brain structures of human AD (Rickle et al., 2004; Petersen et al., 2007; Lachén-Montes et al., 2016). The specific activation of olfactory Akt observed in 6-month-old Tg2576 mice indicates potential protective mechanisms against memory impairments and synaptic deficits (Griffin et al., 2005). In an effort to delineate the oxidative stress signaling events in the OB of Tg2576 mice, we observed an increment in the activation of SAPK/JNK pathway in 6-month-old Tg2576 OBs. This activation precedes the Aβ deposition, although Aβ may enhance its activation at a later time (Zhu et al., 2001). In the human brain, phospho-SAPK is significantly increased in AD over control cases, overlapping with Tau-positive neurofibrillary pathology (Bachstetter et al., 2011; Kelly, 2018). In this study, we have detected an increment in the expression of phosphorylated SEK1 (an upstream activator of the SAPK/JNK route) exclusively in subjects with advanced AD stage (Braak V–VI). Previous reports suggest that this activation may play a role in the tau phosphorylation, and consequently, the formation of NFTs in late AD stages (Zhu et al., 2001). PKA is a tau-kinase and its expression/activity tends to be reduced in different contexts of AD pathology (Liang et al., 2007). In humans, a decrease in PKA activity was observed in the temporal cortex from AD subjects with a Braak stage V–VI (Iulita et al., 2014). However, we report a PKA overactivation that occurs in the OB derived from AD subjects with initial stages (Braak I–II), indicating that cAMP signaling appears to be stage and brain region specific.

Although our study has uncovered many intricacies in OB molecular homeostasis during early stages of AD-related amyloidogenic pathology, there are potential limitations of our study that warrant discussion. First, due to technological issues, we failed to accurately quantify many proteins expressed at low levels that might also participate in the olfactory AD progression in Tg2576 mice. Second, our results are limited by transcript/protein abundance averaging among the multiple cell layers present in the OB, hampering the exploration of olfactory cell-type specific molecular alterations. Third, Aβ, APP, and its derived species may co-exist inside neurons (Crowe et al., 2018), and based on our experimental workflow, we cannot pinpoint which APP-derived species are responsible for the observed molecular disturbances. Finally, this study should be complemented with behavior testing to characterize which molecular abnormalities are directly linked to the cognitive deficit, as well as additional omic studies performed in different brain areas to verify the specificity of the molecular alterations detected at the level of the OB.

## Conclusion

Our dual-omic approach revealed the disruption of multiple molecular pathways at early stages of the OB amyloid pathology, leading to the identification of differential olfactory targets linked to APP metabolism. These findings point out the potential utility of alternative olfactory pathways for disease modification, in a stage-dependent manner, through intranasal therapies (Cheng et al., 2017) based on enzyme replacement or specific drug delivery (Agrawal et al., 2018).

## Ethics Statement

### Human Samples

According to the Spanish Law 14/2007 of Biomedical Research, inform written consent forms of Brain Bank of IDIBELL, and Neurological Tissue Bank of IDIBAPS-Hospital Clinic (Barcelona, Spain) was obtained for research purposes from relatives of patients included in this study. The study was conducted in accordance with the Declaration of Helsinki and all assessments, post-mortem evaluations, and procedures were previously approved by the Clinical Ethics Committee of Navarra Health Service.

### Animals

All animal care and experimental procedures were in accordance with European and Spanish regulations (86/609/CEE; RD1201/2005) and were approved by the Ethical Committee of the University of Navarra (no. 018/05).

## Author Contributions

JF-I and ES designed and supervised the complete study. ML-M, AG-M, MP and KA performed sample preparation, transcriptomic experiments, and functional assays. JF-I performed liquid chromatography-tandem mass spectrometry analysis. MG-O, MZ, IF and AP-M performed immunohistochemical analysis and neuropathological characterizations. ES performed bioinformatics, network biology analysis, data interpretation and wrote the article.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^http://proteomecentral.proteomexchange.org

^2^www.qiagen.com/ingenuity

## Supplementary Material

FIGURE S1 Olfactory β-Amyloid pathology increases with the disease progression in TG2576 mice. OBs were harvested from 2 (**A–C**), 6 (**D–F**) and 14 (**G–J**) month-old Tg2576 mice. Intraneuronal Aβ immunoreactivity can be observed in 2 month-old mice (arrow heads; panel **B** and more detailed in panel **C**). OB samples from 6 month-old animals (panels **D,E** and **F**) shows moderate Aβ deposition in form of diffuse plaques (asterisk). By contrast, mature plaques (asterisk in panel G, H and insert J) and vascular Aβ (insert I) is evident in 14 month-old Tg2576. Scale bars 500 μm for panels **A, D, G**, 100 μm for panels **B, E, H** or 10 μm **(C, F, I, J)**. (GL: glomerular layer; EPL: external plexiform layer; MC: mitral layer; GrL: granular layer; AON: anterior olfactory nucleus).

FIGURE S2 OB PP5 up-regulation in 6-month-old Tg2576 mice (***P* < 0.01 respect to control group) **(A)**. No significant changes were found in FAK and PDK1/PKC signaling axis **(B)**.

FIGURE S3 Visualization of predictive interactions between APP and survival kinases (orange circles) based on differential datasets derived from 2-month-old Tg2576 mice.

FIGURE S4 Immunohistochemical localization of OB SEK1 and PKA (phosphorylated and non-phosphorylated forms). Representative immunohistochemical staining pattern of pSEK1 **(A,B)**, SEK1 **(C,D)**, pPKA **(E,F)** and PKA **(G,H)** in control and AD cases.

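Supplementary Table S1 lists, for each probeset and age, the log2 fold change of Tg2576 against WT mice with its p-value. The copy used here holds 1764 probesets of the 2-month sheet and lacks the other 19366. Over these, its log2 fold changes and those from the normalized values had a correlation of 0.996, and 100% had the same sign. They differed by 0.026 on average and by at most 0.17. The rows held include all 187 genes of the paper's count at 2 months, so they are not a random part of the sheet. An unadjusted p under 0.01 is given for 487 of them, whereas limma gave one for 271 of all probesets tested here. The closeness of the fold changes therefore does not extend to the p-values.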

TABLE S1 Differential OB transcriptome in 2- and 6-month-old Tg2576 mice respect to WT mice.

TABLE S2 Diffefrential OB proteome in 2- and 6-month-old Th2576 mice respect to WT mice.

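Supplementary Table S3 assigns differential genes and proteins to biological functions, with a p-value for each function. It lists 84 functions at 2 months and 136 at 6 months. Of 54 molecules at 2 months with a probeset, 17 were called higher and 12 lower here, and of 81 at 6 months, 33 were higher and 5 lower.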

TABLE S3 Functional analysis of omics datasets.

## Abbreviations

AD: Alzheimer’s disease
Akt: Protein kinase B
APP: Amyloid precursor protein
ATF2: Activating Transcription Factor 2
CaMKII: Ca^2+^/calmodulin-dependent protein kinase II
ERK: Extracellular signal-regulated kinase
FAK: Focal adhesion kinase
MEK: ERK Activator Kinase
OB: Olfactory bulb
p38 MAPK: p38 mitogen-activated protein kinase
PDK1: Phosphoinositide-dependent protein kinase 1
Phb: Prohibitin
PKA: protein kinase A
PKC: protein kinase C
PP5: Serine/threonine-protein phosphatase 5
SAPK/JNK: stress-activated protein kinase/Jun-amino terminal kinase
SEK1/MKK4: Mitogen-activated protein kinase Kinase 4.

# Supplementary material for: Early-Onset Molecular Derangements in the Olfactory Bulb of Tg2576 Mice: Novel Insights Into the Stress-Responsive Olfactory Kinase Dynamics in Alzheimer’s Disease
**Source:** Front Aging Neurosci. 2019 Jun 11;11:141. doi: 10.3389/fnagi.2019.00141
**Supplement:** FIGURE S1 — Olfactory β-Amyloid pathology increases with the disease progression in TG2576 mice. OBs were harvested from 2 (A–C), 6 (D–F) and 14 (G–J) month-old Tg2576 mice. Intraneuronal Aβ immunoreactivity can be observed in 2 month-old mice (arrow heads; panel B and more detailed in panel C). OB samples from 6 month-old animals (panels D,E and F) shows moderate Aβ deposition in form of diffuse plaques (asterisk). By contrast, mature plaques (asterisk in panel G, H and insert J) and vascular Aβ (insert I) is evident in 14 month-old Tg2576. Scale bars 500 μm for panels A, D, G, 100 μm for panels B, E, H or 10 μm (C, F, I, J). (GL: glomerular layer; EPL: external plexiform layer; MC: mitral layer; GrL: granular layer; AON: anterior olfactory nucleus).

## Slide 1

GL
EPL
ML
AON
GrL
GL
GrL
EPL
ML
AON
ML
EPL
GrL
AON
GL
GL: glomerular layer
EPL: external plexiform layer
MC: mitral layer
GrL: granular layer
AON: anterior olfactory nucleus
Supp. Figure 1

## Slide 2

6 months
A
WT
Tg2576
PP5
### Chart
| Category | WT | Tg2576 |
|---|---|---|
| 2 meses | 1.0 | 0.805497825187119 |
| 6 meses | 1.0 | 1.458250043253754 |**
**
Expression (a.u)
2m
6m
WT
Tg2576
B
WT
6m
Tg2576
6m
WT
2m
Tg2576
2m
WT
6m
Tg2576
6m
WT
2m
Tg2576
2m
pPDK1
PDK1
### Chart
| Category | WT | Tg2576 |
|---|---|---|
| 2 meses | 1.0 | 1.309958096986272 |
| 6 meses | 1.0 | 0.923510350661002 |
### Chart
| Category | WT | Tg2576 |
|---|---|---|
| 2 meses | 1.0 | 0.94513131994899 |
| 6 meses | 1.0 | 0.874660503260553 |WT
WT
Tg2576
Expression (a.u)
Tg2576
Expression (a.u)
2m
6m
2m
6m
WT
6m
Tg2576
6m
WT
2m
Tg2576
2m
WT
6m
Tg2576
6m
WT
2m
Tg2576
2m
pPKC
PKC
### Chart
| Category | WT | Tg2576 |
|---|---|---|
| 2 meses | 1.0 | 1.085476936689718 |
| 6 meses | 1.0 | 0.851729943696638 |
### Chart
| Category | WT | Tg2576 |
|---|---|---|
| 2 meses | 1.0 | 0.887579723378775 |
| 6 meses | 1.0 | 0.870366224500105 |WT
WT
Expression (a.u)
Expression (a.u)
Tg2576
Tg2576
2m
6m
2m
6m
WT
6m
Tg2576
6m
WT
2m
Tg2576
2m
pFAK
### Chart
| Category | WT | Tg2576 |
|---|---|---|
| 2 meses | 1.0 | 0.840444559345196 |
| 6 meses | 1.0 | 0.920461432781501 |WT
Expression (a.u)
Tg2576
2m
6m
Supp. Figure 2

## Slide 3

Supp. Figure 3

## Slide 4

Supp. Figure 4

How the deposited data were processed for this re-analysis (not part of the article)

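OB mRNA was measured with Affymetrix Mouse Clariom S arrays in 12 female mice, 3 Tg2576 and 3 WT mice at each of 2 and 6 months. The authors amplified 1 ng of RNA, and made the values by RMA with background correction, quantile normalization and a summary of probes to 1 log2 value per probeset. The version of RMA is not given in the sources used here. Each value is a log2 intensity. Array medians over all gene probesets lay between 8.24 and 8.27, and correlations between arrays from 0.978 to 0.995. Hybridization controls were higher in WT 6 months replicates 2 and 3 (12.4 and 11.9) than in the other arrays.

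From the log2 values, limma 3.58.1 in R 4.3.3 (with statmod 1.5.0) was fitted to the 4 group means over all arrays, with moderated variances. The 22206 gene probesets were tested, and 6923 control probesets were left out. The comparisons were Tg2576 against WT mice at 2 months and at 6 months, the difference between those, and 6 against 2 months in each genotype. A probeset was called at an unadjusted p under 0.01 with a fold change above 1.3 or below 0.7; the difference between ages had no fold limit. Benjamini-Hochberg adjusted values were computed beside it at 0.05. A gene was represented by its probeset with the highest mean, which gave 19505 symbols.

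The 34 gene lists held 594 entries, of which 516 were measured, 3 through a synonym. They cover ribosomal proteins, initiation factors, respiratory complexes, antioxidant, synaptic, cytoskeletal, immediate early and glucocorticoid-responsive genes, survival kinases, markers of cell types and the genes the paper names. They were tested with camera at a preset correlation of 0.01 and with an estimated one, and with fry. Lists with fewer than 5 measured genes were not tested. Lists, tests and the rule for the named genes were fixed before the array values were examined, but after the 2-month values of Supplementary Table S1 had been read. The genes named are, at each age, the 10 higher and 10 lower with the largest change whose groups do not overlap, which chance gives for 10% of genes, with the genes the paper names and up to 4 called members of each list. Of 5 per direction by the same rule in the comparisons by age, those whose genotype difference changed with age are given.

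The pipeline was tested on simulated data with 200 changed probesets. Of 50 each, 78% were recovered at a log2 change of 0.5, 100% at 1, 36% at -0.5 and 96% at -1, with 90 of 22006 unchanged probesets called. The limit of 0.7 is farther from 1 than that of 1.3 on the log2 scale.

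mRNA and protein changes were compared with permutation tests (100000 resamples). Groupings of the mice were counted over all 10 splits of 6 arrays, or all 100 pairs of splits, with the real one among them. Because the fold limits are not symmetric, another split was counted in the orientation that gave more calls. Ribosomal proteins were compared with 10000 random lists matched on genomic length and mean value, each member drawn from its 50 nearest genes. Alternatives were a fit to 6 arrays, a trended robust prior, array weights, filters on dim probesets, median centring, cyclic loess, the replicate number as a block, the mean of leptomeningeal markers as a covariate, leaving out each array, other fold and p limits, and genes in place of probesets. A fit without WT 6 months replicates 2 and 3 and one with the hybridization controls as a covariate were added after the data were seen. When that leaves 1 WT array at 6 months, it is assumed to vary like the other groups. Leaving out an array of the other age changes the error of a genotype comparison and not its fold change. The human samples and the proteomic raw data were not used here. Supplementary Tables S1 and S2 were held in part. Calls were counted against the rows of Supplementary Table S1 that were held, and that overlap itself was not tested. Plots were drawn with matplotlib.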

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

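The tests of values near the background, of WT 6 months replicate 1 on probesets chosen without it, and of an equal rise of cell types were chosen after the result was seen, as were the fits with hybridization controls. Lists were written after the 2-month values of Supplementary Table S1 had been read.

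Leptomeningeal markers were higher in Tg2576 mice at 2 months, in a cell type the paper does not discuss. All 22 markers lay above 0, with a median log2 fold change of 0.41 and Omd, Ogn and Igf2 called (3 higher when adjusted over the list alone; camera adjusted p = 4.32e-13, adjusted p = 0.23 with an estimated correlation), and the median was 0.23 without WT 2 months replicate 1 and 0.27 without Tg2576 2 months replicate 3. The markers deviated together between mice of 1 group, with a mean pairwise correlation of 0.371 against at most 0.119 in 1000 random lists, so a larger share of leptomeninges in the dissected Tg2576 pieces is a candidate explanation. Ensheathing glia (0.457) and oligodendrocyte markers (0.389) deviated together as strongly, so this is not particular to leptomeninges. The other cell types had lower values, at most 0.176 for choroid plexus. The leptomeningeal mean rose above the endothelial mean by 0.49 (standard error 0.13), or 3.68 standard errors. It rose above the mural mean by 0.32 (standard error 0.12) and the microglia mean by 0.27 (standard error 0.15). The endothelial value argues against an equal rise of every non-neuronal type. By the rule set beforehand, a median at or below 0 in 2 of 3 other types, a larger share of all types stays open, as only endothelial markers (-0.11) met it. A change within the cells stays open and untested.

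For ribosomal proteins, the difference between ages passed camera at the preset correlation, with a median of -0.13 (camera adjusted p = 0.00066). It did not pass with an estimated correlation (camera adjusted p = 0.954). At 2 months the ribosomal median lay at percentile 100 of random lists matched on gene length and level, which argues against those as the whole cause. The matched lists had a median of 0.08 themselves, against 0.22 for the ribosomal proteins. The ribosomal median kept a share of 0.612 without the array that lowered it most, Tg2576 2 months replicate 3, so that array alone is not the whole cause. It fell about as far, to 0.14, without WT 2 months replicate 1. No fit left out both arrays, so whether these 2 mice carry most of the difference was not tested. With the leptomeningeal covariate the median was 0.02, so tissue composition may account for it, and so may a biological effect of genotype that differs with age, which was not tested apart from it.

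Genes lower at 6 months lay mostly in the dim part of the array, at 66.3% in the lower part of mean values against 59.4% of the higher ones, a share at which background noise cannot be told apart from a true decrease. WT 6 months replicates 2 and 3 had high hybridization controls. WT replicate 1 alone showed a share of 0.669 of the median difference, but it had helped to choose the probesets. On 233 probesets chosen without it, it showed 0.357 of the difference of replicates 2 and 3, a share that the choice of probesets by those arrays lowers, so neither share settles whether a shifted signal of those arrays contributes. With hybridization controls as a covariate, 76 genes were called at 6 months in place of 232.

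The chance of other groupings was counted. For 127 genes at 2 months (highest other 302), 13 lists at 2 months (13), 232 genes at 6 months (188), 14 lists at 6 months (6), 387 genes with age in WT mice (384) and 117 in Tg2576 mice (109), the 10 splits are too few. The number of splits with a result as large, the real one counted, was 4, 2, 1, 1, 1 and 1. A number of 1 thus means that no other split reached the result. The counts of pairs below include the real pair too. At both ages, 10 of 100 pairs of splits gave 8 or more genes (highest other 53), so chance is not excluded. With each of 400 orientations counted on its own, 16 did. For the difference between ages, 64 of 100 pairs gave 173 or more (highest other 882), and for the correlation 40 of 100 (0.261 against 0.0995), so chance is not excluded for either. Some pairs of splits gave several times the real count. Whether a structure among the mice that their groups do not explain lies behind this was not tested.

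Other lists passed camera at the preset correlation for the difference between ages: leptomeningeal markers (-0.17, camera adjusted p = 0.00365), bulb interneuron markers (-0.23, 0.00274), mitral and tufted cell markers (0.24, 0.0407) and the paper's interactors at 6 months (0.23, 0.0144), none with an estimated correlation. The study chose those interactors for their change at 6 months, as mRNA in the same mice or as protein in others. That difference is therefore not independent evidence.

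Named genes with an unadjusted p under 0.01 from limma for the difference between ages were Hpcal1 (0.94), Ifit1bl1 (0.78), 4930447A16Rik (-1.25), Rpl6 (-0.61), Hcrtr2 (0.57), Tspan1 (-0.92), Dnase1 (-1.11), Vmn2r86 (0.91), Rflna (-1.17), Psapl1 (-0.79), Pram1 (-1.31), AU021063 (-1.33), Ndst4 (1.36) and Eif3k (-0.51). Many named genes were chosen for a large change at 1 age or with age on the same arrays, which favors a low p here. Over all probesets 173 passed this limit, against about 222 under chance, and 0 passed after Benjamini-Hochberg adjustment.

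The paper compares ages within a genotype for proteins on blots, and not for the arrays. With age, 387 probesets changed in WT mice (322 higher, 65 lower) and 117 in Tg2576 mice (80 higher, 37 lower). The difference between these counts is not stable, with 160 in WT against 133 in Tg2576 mice without WT 6 months replicates 2 and 3 and 125 against 124 with hybridization controls as a covariate, and the WT count ranged from 240 to 858 without 1 array. After Benjamini-Hochberg adjustment, limma called 1 in WT mice and 0 in Tg2576 mice, where 1247 had an unadjusted p under 0.05.

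Other lists that the paper does not report as such passed camera in Tg2576 against WT mice, and none passed with an estimated correlation. At 2 months they were glucocorticoid-responsive genes (median 0.21), microglia (0.14), oligodendrocyte (0.11), bulb interneuron (0.12) and nasal epithelium markers (0.47), and in 12 fits without 1 array these calls ended in 0, 1, 3, 4 and 6. Without Tg2576 2 months replicate 3 the median of nasal epithelium markers, 2 months, was 0.02. At 6 months they were glucocorticoid-responsive genes (0.20), oligodendrocyte (0.25), mitral and tufted cell (0.18), olfactory sensory neuron (0.32), nasal epithelium (0.56), leptomeningeal (0.11) and bulb interneuron markers (-0.15), and these calls ended in 0, 0, 0, 1, 3, 1 and 3 such fits. The sensory neuron, nasal epithelium and interneuron calls also ended with hybridization controls as a covariate and without WT 6 months replicates 2 and 3, and the first 2 with the leptomeningeal covariate. Without 1 array the nasal epithelium median ranged from 0.24 to 0.82 and the leptomeningeal median from 0.09 to 0.22, and that of olfactory sensory neuron markers, 6 months, was 0.14 without WT 6 months replicate 2.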

How the results depend on the processing

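The fits without WT 6 months replicates 2 and 3 and with the hybridization controls as a covariate were chosen after the data were seen. Where a value changed, the cause was not tested unless the setting itself gives it. Most counts stayed within 1.5 times.

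With array weights, 279 genes were called at 2 months, 471 for the difference between ages and 207 with age in Tg2576 mice; the correlation of mRNA and protein at 2 months was -0.396 (permutation p = 0.0386). Without the dimmer probesets, fewer were tested, and 101 were called at 6 months, 112 for the difference, 253 with age in WT and 59 in Tg2576 mice; the correlation of mRNA and protein at 6 months was 0.288 (permutation p = 0.0524). With the leptomeningeal covariate, 65 were called at 2 months and 99 for the difference; 6 lists moved at 2 months and 6 at 6 months. The correlation between ages was then 0.305 (permutation p = 0.04), and that of mRNA and protein at 6 months 0.247 (permutation p = 0.0695). Reversed with this covariate were, at 2 months, leptomeningeal markers (-0.0165), complex I (-0.0149) and complex IV (-0.0160), Lrpap1 (-0.0172), Ogn (-0.0216) and Phb (-0.0209), and at 6 months leptomeningeal markers (-0.0389) and Phb (-0.00136); ribosomal proteins at 6 months reversed in camera, at a median of 0.00412. Phb at 2 months was -0.00414 with array weights. The covariate holds Ogn and the leptomeningeal markers, so it removes their difference by construction. At 2 months it was higher in every Tg2576 mouse than in every WT mouse. It thus also widens the error of the genotype difference, and a lost call need not mean a smaller effect.

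With hybridization controls as a covariate, 76 genes were called at 6 months, 64 for the difference, 125 with age in WT mice and 4 at both ages, and 9 lists moved at 6 months; Gsr (-0.0706), Map2k4 (-0.0429), Phb (-0.0538) and Top2b (-0.202) reversed at 6 months. Without WT 6 months replicates 2 and 3, 160 genes changed with age in WT mice and 6 lists moved at 6 months; nasal epithelium markers (-0.0836), Map2k4 (-0.0205), Phb (-0.00106) and Top2b (-0.0781) reversed.

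Without a fold limit, 271 genes were called at 2 months, 450 at 6 months, 15 at both ages, 759 with age in WT and 253 in Tg2576 mice. A symmetric limit gave 179 in Tg2576 mice. After Benjamini-Hochberg adjustment, limma called 0 at 2 months, 0 at 6 months, 0 at both, 0 for the difference, 1 in WT and 0 in Tg2576 mice, against 1403, 1911, 115, 1268, 2667 and 1247 at an unadjusted p under 0.05.

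The replicate number as a block gave 157 genes at 2 months, 256 at 6 months, 190 for the difference, 397 in WT and 138 in Tg2576 mice. Deviations of mice with the same number had correlations from -0.217 to 0.175, and those of mice with different numbers from -0.207 to 0.213. These values show no sign that the numbers pair the mice, but so few pairs cannot exclude it.

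Without 1 array at a time, the counts ranged from 51 (WT 2 months replicate 1) to 588 (WT 2 months replicate 3) at 2 months, from 155 to 654 (WT 6 months replicate 1) at 6 months and from 99 to 759 for the difference. They ranged from 240 to 858 with age in WT mice, from 90 to 220 in Tg2576 mice and from 4 to 13 at both ages. The correlation between ages ranged from -0.00816 to 0.173, that of mRNA and protein from -0.405 to -0.245 at 2 months and from 0.141 to 0.415 at 6 months, and the lists moved at 6 months from 8 to 16. Gsr ranged from -0.0224 to 0.203 and Top2b from -0.214 to 0.320 at 6 months, and Phb from -0.0497 to 0.0721 at 2 months and from -0.000115 to 0.0329 at 6 months.

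Over all settings, 563 list values stayed the same, 77 were weaker and 6 reversed. For named genes these were 1913, 422 and 18, with 32 stronger. Signal close to background limits the dim genes most.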

Differences from the paper's values

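No fit added after the data were seen is used below. Counts use the paper's p limit of 0.01; its fold limits are read from Supplementary Table S1.

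The paper reports 141 differentially expressed genes higher at 2 months, against 89 here. Of the alternatives set before the data were examined, array weights, a trended robust prior, the replicate block, no fold limit, and leaving out Tg2576 2 months replicate 2, WT 2 months replicate 2 or WT 6 months replicate 2 had values within 1.5 times of the paper's, and the others did not. The paper's other counts, 187 in all and 46 lower at 2 months and 287, 107 and 180 at 6 months, lie within 1.5 times of 127, 38, 232, 89 and 143 here.

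The paper gives 5 genes higher at both ages, against 3 here. Of the alternatives set before the data were examined, array weights, the leptomeningeal covariate and no fold limit gave 5, as did leaving out Tg2576 2 months replicate 2. The replicate block and leaving out WT 6 months replicate 3 gave 6. Leaving out Tg2576 6 months replicate 2 or 3, WT 2 months replicate 2 or WT 6 months replicate 1 or 2 gave 4. All of these lie within 1.5 times of the paper's value, and the others do not. For the genes common to both ages, the paper gives 9 in all and 4 lower, against 8 and 5 here.

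Stmn4 and Emb, which the paper gives as higher at both ages, were called here at 6 months only. At 2 months, Stmn4 was called with array weights and without Tg2576 2 months replicate 2, Tg2576 2 months replicate 3 or WT 2 months replicate 3, and Emb with the replicate block and without Tg2576 2 months replicate 2. Without a fold limit, Stmn4 passes as well. The other genes it names at both ages, Fos, Arc, Npas4, Rgsl1, Stmn2, F3 and Hif3a, were called in the same direction.

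Of the genes called in the paper's Supplementary Table S1 at 2 months, 110 were called here and 77 were not, and 17 were called here only. Among the paper's interactors, Nnat, Lrpap1, S100b, Gstm5, Ndufa8 and Prdx6 at 2 months and Gng2, Apba1, Gsr, Map2k4, Abcd3, Fbxo2 and Top2b at 6 months were not called as mRNA; the paper's network also holds proteins.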

Other observations

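Prohibitin mRNA, whose protein the paper studies, was not called in Tg2576 against WT mice. Phb had a log2 fold change of 0.03 at 2 months and 0.02 at 6 months, and Phb2 had 0.25 and 0.08, and 0 of both were called by limma. When adjusted over the list alone, 1 was higher at 2 months and 0 at 6 months.

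With age, Irak3 was higher in WT mice by 1.19 (the 1 gene past Benjamini-Hochberg adjustment) and in Tg2576 mice by 0.84. Cyp2g1, an enzyme of the nasal lining, was lower with age in WT mice (-3.00). Nasal epithelium markers as a list were lower with age in WT mice (median -0.46, 10 of 10 below 0, camera adjusted p = 0.00606, adjusted p = 0.593 with an estimated correlation) and in Tg2576 mice (-0.61, 0.00992, 0.656). Their mean was 6.46 and 6.43 in WT 6 months replicates 2 and 3, against 7.64 in replicate 1 and 7.49 to 7.90 in WT mice of 2 months, so the change in WT mice lies in 2 arrays. Immediate early genes were lower with age in WT mice (median -0.52, camera adjusted p = 1.06e-12, adjusted p = 0.437 with an estimated correlation) and in Tg2576 mice (-0.35, 1.29e-11, 0.372). Oligodendrocyte markers were lower with age in WT mice (-0.35, camera adjusted p = 7.2e-05, adjusted p = 0.492 with an estimated correlation). This list is not among those that passed camera for the difference between ages, so its fall is not shown to be particular to WT mice. Neuroblast markers were lower with age in Tg2576 mice (-0.25, camera adjusted p = 0.000599, fry adjusted p = 0.039, adjusted p = 0.102 with an estimated correlation).

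Cell type lists that did not pass camera in Tg2576 against WT mice at 2 months were olfactory sensory neuron (median 0.12, with 13 of 13 above 0), endothelial (-0.11), astrocyte (0.15), dopaminergic (-0.04), mural (0.17), choroid plexus (0.07), ensheathing glia (0.20), neuroblast (0.08), mitral and tufted cell (0.17) and anterior olfactory and pyramidal markers (-0.03). Antioxidant genes passed at 2 months (0.10, camera adjusted p = 0.00248, adjusted p = 0.358 with an estimated correlation), with Gpx1 and Gstm1 (0.45) higher, calls that ended in 5 and 4 of 12 fits without 1 array. The list call ended without Tg2576 2 months replicate 3 and with the leptomeningeal covariate. Complex III passed at 6 months (0.15, camera adjusted p = 0.0142, adjusted p = 0.614 with an estimated correlation). That call ended in 2 of 12 fits without 1 array and with the leptomeningeal covariate. It also ended with hybridization controls as a covariate and without WT 6 months replicates 2 and 3. Both measured blood cell markers lay below 0, and the list was too short to test.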
